# Loss of Kat2a enhances transcriptional noise and depletes acute myeloid leukemia stem-like cells

**DOI:** 10.7554/eLife.51754

**Published:** 2020-01-27

**Authors:** Ana Filipa Domingues, Rashmi Kulkarni, George Giotopoulos, Shikha Gupta, Laura Vinnenberg, Liliana Arede, Elena Foerner, Mitra Khalili, Rita Romano Adao, Ayona Johns, Shengjiang Tan, Keti Zeka, Brian J Huntly, Sudhakaran Prabakaran, Cristina Pina

**Keywords:** acute myeloid leukaemia, transcriptional heterogeneity, epigenetics, Kat2a, Single-cell RNA seq, transcriptional bursting, Mouse

## Abstract

Acute Myeloid Leukemia (AML) is an aggressive hematological malignancy with abnormal progenitor self-renewal and defective white blood cell differentiation. Its pathogenesis comprises subversion of transcriptional regulation, through mutation and by hijacking normal chromatin regulation. Kat2a is a histone acetyltransferase central to promoter activity, that we recently associated with stability of pluripotency networks, and identified as a genetic vulnerability in AML. Through combined chromatin profiling and single-cell transcriptomics of a conditional knockout mouse, we demonstrate that Kat2a contributes to leukemia propagation through preservation of leukemia stem-like cells. Kat2a loss impacts transcription factor binding and reduces transcriptional burst frequency in a subset of gene promoters, generating enhanced variability of transcript levels. Destabilization of target programs shifts leukemia cell fate out of self-renewal into differentiation. We propose that control of transcriptional variability is central to leukemia stem-like cell propagation, and establish a paradigm exploitable in different tumors and distinct stages of cancer evolution.

## eLife digest

Less than 30% of patients with acute myeloid leukaemia – an aggressive cancer of the white blood cells – survive five years post-diagnosis. This disease disrupts the maturation of white blood cells, resulting in the accumulation of immature cells that multiply and survive but are incapable of completing their maturation process. Amongst these, a group of cancer cells known as leukemic stem cells is responsible for continually replenishing the leukaemia, thus perpetuating its growth.

Cancers develop when cells in the body acquire changes or mutations to their genetic makeup. The mutations that lead to acute myeloid leukaemia often affect the activity of genes known as epigenetic regulators. These genes regulate which proteins and other molecules cells make by controlling the way in which cells ‘read’ their genetic instructions.

The epigenetic regulator Kat2a is thought to ‘tune’ the frequency at which cells read their genetic instructions. This tuning mechanism decreases random fluctuations in the execution of the instructions cells receive to make proteins and other molecules. In turn, this helps to ensure that individual cells of the same type behave in a similar way, for example by keeping leukaemia cells in an immature state. Here, Domingues, Kulkarni et al. investigated whether interfering with Kat2a can make acute myeloid leukaemia less aggressive by allowing the immature white blood cells to mature.

Domingues, Kulkarni et al. genetically engineered mice to remove Kat2a from blood cells on demand and then inserted a mutation that causes acute myeloid leukaemia. The experiments showed that the loss of Kat2a delayed the development of leukaemia in the mice and progressively depleted leukaemia stem cells, causing the disease to become less aggressive. The results also showed that loss of Kat2a caused more fluctuations in how the white blood cells read their genetic code, which resulted in more variability in the molecules they produced and increased the tendency of the cells to mature.

These findings establish that loss of Kat2a causes leukaemia stem cells to mature and stop multiplying by untuning the frequency at which the cells read their genetic instructions. In the future, it may be possible to develop drugs that target human KAT2A to treat acute myeloid leukaemia.

## Introduction

Acute Myeloid Leukemia (AML) is the most prevalent leukemia in adults with a dismal prognosis of less than 30% 5 year survival (Döhner et al., 2017). It is a heterogeneous disease, clinically and pathologically, with common cellular themes of myeloid differentiation block, and recurrent molecular targeting of chromatin and transcriptional regulators. Effects on chromatin and transcription are reflected in the AML mutational spectrum (Ley et al., 2013), as well as through the implication of general chromatin regulators in AML pathogenesis, in the absence of specific mutation events (Roe and Vakoc, 2013). Specific examples of AML dependence on unmutated chromatin regulators include BRD4 (Dawson et al., 2011; Zuber et al., 2011), LSD1 (Harris et al., 2012) or DOT1L (Bernt et al., 2011; Daigle et al., 2011), their importance highlighted by the fact that chemical inhibitors developed to target these regulators have progressed to clinical trials (Gallipoli et al., 2015). More recently, TAF12, a component of the basal transcription factor complex TFIID, was shown to be critical for AML cell maintenance through regulation of protein stability and activity of the transcription factor MYB (Xu et al., 2018).

In a recent CRISPR drop-out screen of genetic dependencies in AML, we have identified several members of the promoter-bound histone acetyl-transferase SAGA complex, including acetyl-transferase *KAT2A*, as being required for AML maintenance (Tzelepis et al., 2016). KAT2A was suggested to impact cell survival and differentiation status, but its precise molecular mechanisms of action remain to be elucidated, and it is unclear whether it is required in AML initiation, as well as maintenance. *Kat2a* is a mammalian orthologue of yeast histone acetyl-transferase *Gcn5*, and is required for H3K9 acetylation (H3K9ac) (Jin et al., 2014), a modification that fine-tunes, rather than initiates, locus-specific transcriptional activity. Kat2a is required for specification of mesodermal derivatives during early embryonic development (Lin et al., 2007; Wang et al., 2018), and for survival of neural stem and progenitor cells (Martínez-Cerdeño et al., 2012). Loss of *Kat2a* in the hematopoietic system from an early developmental stage did not grossly impact blood formation in vivo, but could promote terminal granulocyte differentiation in vitro, through relief of protein acetylation-dependent inactivation of transcription factor Cebpa (Bararia et al., 2016). Nevertheless, detailed testing of *Kat2a* contribution to hematopoietic stem and progenitor cell function is still lacking.

Yeast Gcn5 is a classical regulator of transcriptional noise (Raser and O'Shea, 2004), with deletion mutants enhancing cell-to-cell variability in gene expression measured across a range of locus fluorescence reporters (Weinberger et al., 2012). Transcriptional noise reflects the variability in the number of mRNA molecules produced from a given locus through time; snapshot studies of gene expression capture the same phenomenon as cell-to-cell transcriptional heterogeneity (Sanchez et al., 2013). Transcriptional noise can result from the bursting nature of gene expression (Chubb and Liverpool, 2010). Most if not all loci, undergo bursts of transcriptional activity with characteristic frequency and size: burst frequency corresponds to the rate at which promoters become engaged in active transcription; burst size measures the number of mRNA molecules produced during each transcriptional burst (Cai et al., 2006). Both parameters contribute to mean gene expression, whereas transcriptional noise is more strictly dependent and shown to be anti-correlated with burst frequency (Hornung et al., 2012). In yeast, size and frequency of bursts are increased through histone acetylation of gene bodies and promoters, respectively (Weinberger et al., 2012).

In functional terms, transcriptional noise has been directly implicated as a mechanism of cell fate choice in yeast (Blake et al., 2006) and bacteria (Süel et al., 2006), and recurrently associated, albeit correlatively, with cell fate transitions in some mammalian systems (Moris et al., 2016). We had previously shown that normal transitions into hematopoietic lineage specification associate with cell-to-cell transcriptional heterogeneity (Pina et al., 2012; Teles et al., 2013). More recently, we have inhibited the activity of Kat2a in mouse embryonic stem cells, and observed an increase in transcriptional heterogeneity that impacted the stability of pluripotency with rewiring of correlation gene regulatory networks (GRNs) (Moris et al., 2018). Whilst we have not mechanistically linked enhanced heterogeneity with loss of pluripotency, we did observe propagation of variability of transcriptional levels through the GRNs, downstream of nodes with differential H3K9ac.

Cancer, and in particular leukemia, can be perceived as a pathogenic imbalance of cell fate choices, with maintained self-renewal and reduced exit into differentiation. We postulated that enhancing transcriptional variability in AML cells, as may be achieved through *Kat2a* depletion, would enhance the probability of differentiation cell fate transitions. By using a retroviral-delivered *MLL-AF9* model of AML in a conditional *Kat2a* knockout background, we show that loss of *Kat2a* depletes AML stem-like cells, imposing a mild delay to disease initiation and severely impairing AML propagation. At a molecular level, these changes are accompanied by specific loss of H3K9 acetylation at a subset of promoters, with reduced transcription factor binding and frequency of bursting, and associated variability in transcriptional levels. Affected loci encode for general mitochondria and nucleic acid metabolism, including translation, suggesting that they may contribute to cancer fate decisions more generally, rather than in a disease-specific manner.

## Results

### Inducible loss of Kat2a in adult mouse hematopoiesis

In order to investigate the impact of *Kat2a* loss on self-renewal vs. differentiation of AML stem-like cells (AML-SC), we generated an inducible conditional *Kat2a^Fl/Fl^* KO mouse model and transformed *Kat2a* excised (KO) and non-excised (WT) bone marrow (BM) cells through retroviral delivery of an *MLL-AF9* fusion transcript. This strategy allows for cellular and molecular investigation of *Kat2a* requirements during transformation, whilst minimizing putative confounding effects of acquired mutations on heterogeneity of transcription, such as might be observed in established human or mouse AML. The choice of a strong oncogenic event such as *MLL-AF9* (Ley et al., 2013; Krivtsov et al., 2006; Somervaille and Cleary, 2006) minimizes the need for cooperating genetic alterations. Similarly, the option for an inducible conditional knockout may reduce compensatory effects against *Kat2a* loss. Specifically, we crossed *Kat2a^Fl/Fl^* C57Bl/6 mice (Lin et al., 2008) on the interferon response-inducible *Mx1-Cre^+/-^* background, and generated a stable mouse line homozygous for the *Flox* allele. *Mx1-Cre*-positive (KO) and *Mx1-Cre*-negative (WT) mice were compared across all experiments (Figure 1—figure supplement 1A), with locus excision obtained through treatment of experimental and control mice with intra-peritoneal polyinosylic-polycytidylic (pIpC) acid (Chan et al., 2011). Excision was tested 4–6 weeks after injection and consistently achieved values greater than 80% in stem and progenitor cell compartments (Figure 1—figure supplement 1B), reflected in a profound loss of gene expression, including amongst myeloid-biased (LMPP) and committed (GMP) progenitors critical for AML initiation (Goardon et al., 2011; Figure 1—figure supplement 1C). Locus excision generates an in-frame product joining the first two and the last exons and is transcribed (Figure 1—figure supplement 1D) but does not code for acetyl-transferase activity or other functional domains (Figure 1—figure supplement 1A). *Kat2a* was dispensable for normal mouse hematopoiesis, with minimal transient effects on the number (Figure 1—figure supplement 1E) and in vitro activity (Figure 1—figure supplement 1F) of KO hematopoietic stem cells (HSC). These effects were not sustained through aging (Figure 1—figure supplement 1G), and, crucially, did not affect HSC function in vivo, measured by long-term reconstitution of irradiated recipients through transplantation (Figure 1—figure supplement 1H).

### Kat2a loss impairs establishment of MLL-AF9 leukemia

Having verified that *Kat2a* deletion does not perturb normal hematopoiesis and thus preserves candidate progenitor cells-of-origin for leukemia transformation, we used a retroviral delivery system to express the *MLL-AF9* leukemia fusion in progenitor-enriched, lineage-depleted (Lin-) WT and KO BM cells. Cells were transformed in vitro through serial re-plating in semi-solid medium-based colony-forming assays, with similar efficiency for both genotypes (Figure 1A). Importantly, the level of locus excision was mildly increased during transformation (Figure 1B), indicating that loss of *Kat2a* does not impede the initial selection of leukemia-transformed clones. Continued re-plating revealed that *Kat2a* KO affected the type of colonies produced, with a shift from compact or type I (Johnson et al., 2003) colonies (Figure 1C–D) with Kit^+^ progenitor-like cells (Figure 1E and Figure 1—figure supplement 2A–B), to mixed, or type II (Johnson et al., 2003) colonies (Figure 1F), with a characteristic halo (Figure 1G and Figure 1—figure supplement 2C) of more differentiated cells and a corresponding reduction in Kit-positive cells, which have higher levels of the differentiation marker Mac1/CD11b (Figure 1H and Figure 1—figure supplement 2D). Compatible with the serial re-plating experiments, cell lines established from *MLL-AF9*-transformed cell lines of both *Kat2a* WT and KO genotypes exhibited a relative gain in mixed colonies (Figure 1—figure supplement 2E), with higher levels of Mac1 (Figure 1—figure supplement 2F). Taken together, the data suggest that *Kat2a* loss is permissive to *MLL-AF9*-driven transformation, but alters the balance between in vitro self-renewal and differentiation, favoring the latter. We tested these observations in vivo by monitoring leukemia development in mice that received WT and KO Lin- BM cells transduced for 2 days with retrovirus encoding the *MLL-AF9* oncogenic fusion. *Kat2a* KO recipient animals had a moderate advantage in survival (Figure 2A), suggesting a protracted development of leukemia. Leukemias were nevertheless depleted of *Kat2a* expression (Figure 2B), thus excluding selection of escapee cells. WT and KO leukemic animals had similar disease burdens at the point of culling, as measured by organ infiltration (Figure 2—figure supplement 1A) and peripheral blood counts (Figure 2—figure supplement 1B). In contrast with in vitro transformation, we did not observe gross changes to the balance between progenitor and differentiated cells in the resulting WT vs KO leukemias, which had preservation of phenotypic leukemia stem-like cells (LSC), defined by the Lin-Kit+Sca1-CD34+CD16/32+ GMP surface phenotype (L-GMP) (Figure 2C). We reckoned that loss of *Kat2a* affected the probability of leukemia development through dysregulation of transformed cells, and sought to probe this hypothesis by investigating the transcriptional programs of WT and KO leukemias at the single-cell level.

**Figure 1.**
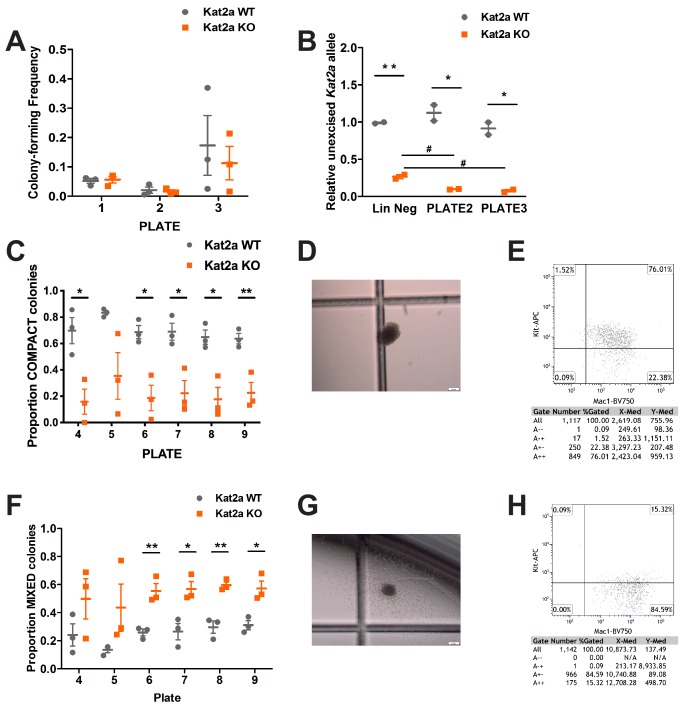
Conditional knockout of *Kat2a* promotes differentiation of *MLL-AF9*-transformed cells in vitro. (**A**) Serial re-plating of colony-forming cell (CFC) assays of MLL-AF9 transformed cells, mean ± SEM, n = 3. (**B**) Excision efficiency was evaluated by qPCR during re-plating of *MLL-AF9* transformed cells, mean ± SEM, n = 2–3, *p<0.01 and **p<0.001. (**C**) Proportion of Compact-type colonies in *MLL-AF9* transformed cells on *Kat2a* WT or KO background, mean ± SEM, n = 3, *p<0.01 and **p<0.001. (**D**) Representative photograph of a Compact-type colony. (**E**) Flow cytometry analysis of the colony in (**D**). (**F**) Proportion of Mixed-type colonies in *MLL-AF9* transformed cells on *Kat2a* WT or KO background, mean ± SEM, n = 3, *p<0.01 and **p<0.001. (**G**) Representative photograph of a Mixed-type colony. (**H**) Flow cytometry analysis of the colony in (**G**). Two-tailed t-test was performed in (**A**), (**B**), (**C**) and (**F**).

**Figure 1—figure supplement 1.**
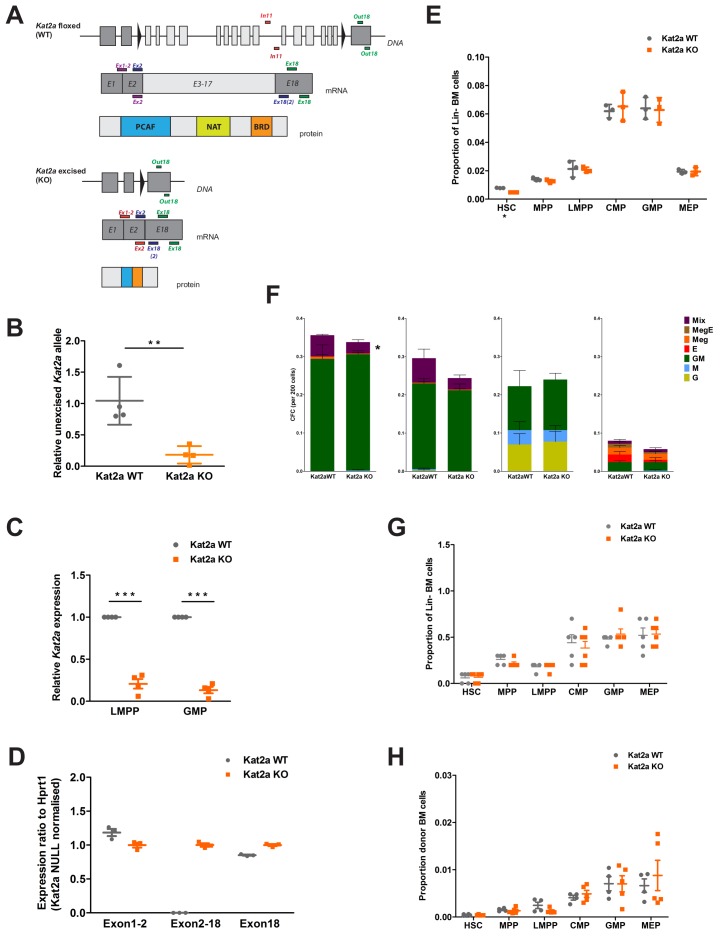
Loss of *Kat2a* does not affect normal hematopoiesis. (**A**) Diagram of conditional *Kat2a* floxed (WT) and *Kat2a*-excised (KO) alleles, including excision detection strategy and diagrams of the transcript and protein generated upon *Kat2a* locus excision. *Kat2a* IN (*In11*, within excised region) and *Kat2a* OUT primers (*Out18*, downstream of excised region) used in qPCR analysis of genomic DNA. Amplicons generated by primer pairs *Ex1−2*/*Ex2* (red)*, Ex2*/*Ex18(2)* (blue) and *Ex18* (green) distinguish WT from KO transcript. (**B**) Excision efficiency quantified by qPCR in mouse BM samples, mean ± SEM, n = 4, **p<0.01. (**C**) Quantitative RT-(q)PCR analysis of *Kat2a* transcript levels in BM LMPP and GMP; mean ± SEM, n = 4, **p<0.001. (**D**) RT-qPCR analysis of red, blue and green amplicons in A for diagnosis of *Kat2a* WT and KO AML samples, mean ± SEM, n = 4. (**E**) Flow cytometry analysis of stem and progenitor BM composition in *Kat2a* WT and KO young mice (6 weeks after pIpC treatment), mean ± SEM, n = 3’ *p<0.05. (**F**) Colony-forming assays of progenitor populations (left to right: HSC, MPP, GMP and MEP) isolated from *Kat2a* WT and KO BM 4–6 weeks after excision, mean ± SEM, n = 4–5, *p<0.05. (**G**) Flow cytometry analysis of stem and progenitor BM composition in *Kat2a* WT and KO old mice (>4 months after pIpC treatment), mean ± SEM, n > 5. (**H**) Flow cytometry analysis of donor-derived BM stem and progenitor cells in a long-term hematopoietic reconstitution assay. Irradiated recipients were transplanted with *Kat2a* WT or KO cells and analyzed 16–20 weeks later; mean ± SEM, n = 4–5. Two-tailed t-test was performed in (**B**), (**C**), (**E**) and (**F**). Figure 1—figure supplement 1—source data 1.Colony-forming assays of *Kat2a* WT and KO stem and progenitor cells.

**Figure 1—figure supplement 2.**
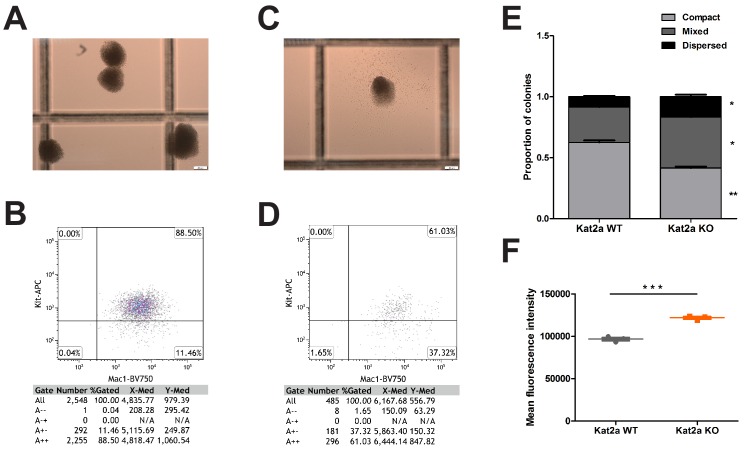
Loss of *Kat2a* promotes differentiation of MLL-AF9 leukemia cells in vitro. (**A**) Representative image of compact colonies obtained from lineage-depleted BM cells transduced in vitro with a retrovirus encoding the leukemic *MLL-AF9* fusion genes and plated serially through three methylcellulose-based colony-forming assays. (**B**) Flow cytometry plot of the colonies in (**A**). (**C**) Representative image of a mixed colony obtained from lineage-depleted BM cells transduced in vitro with a retrovirus encoding the leukemic MLL-AF9 fusion genes and plated serially through three methylcellulose-based colony-forming assays. (**D**) Flow cytometry plot of the colonies in (**C**). (**D**) CFC assay frequency, mean ± SEM, n = 3, **p<0.001. (**E**) Proportion of colony types in CFC assays from clonal liquid cultures initiated with *Kat2a* WT vs KO cells transformed in vitro by *MLL-AF9*-expressing retroviral particles, mean ± SEM, n = 3, *p<0.01 and **p<0.001. (**F**) Mean fluorescence intensity of Mac1 in *Kat2a* WT and KO cells obtained from clonal liquid cultures, mean + SEM, n = 3, ***p<0.0001. Two-tailed t-test was performed in (**E**) and (**F**). Figure 1—figure supplement 2—source data 1.Differential colony counts from liquid cultures of *MLL-AF9* transformed *Kat2a* WT and KO cells.

**Figure 2.**
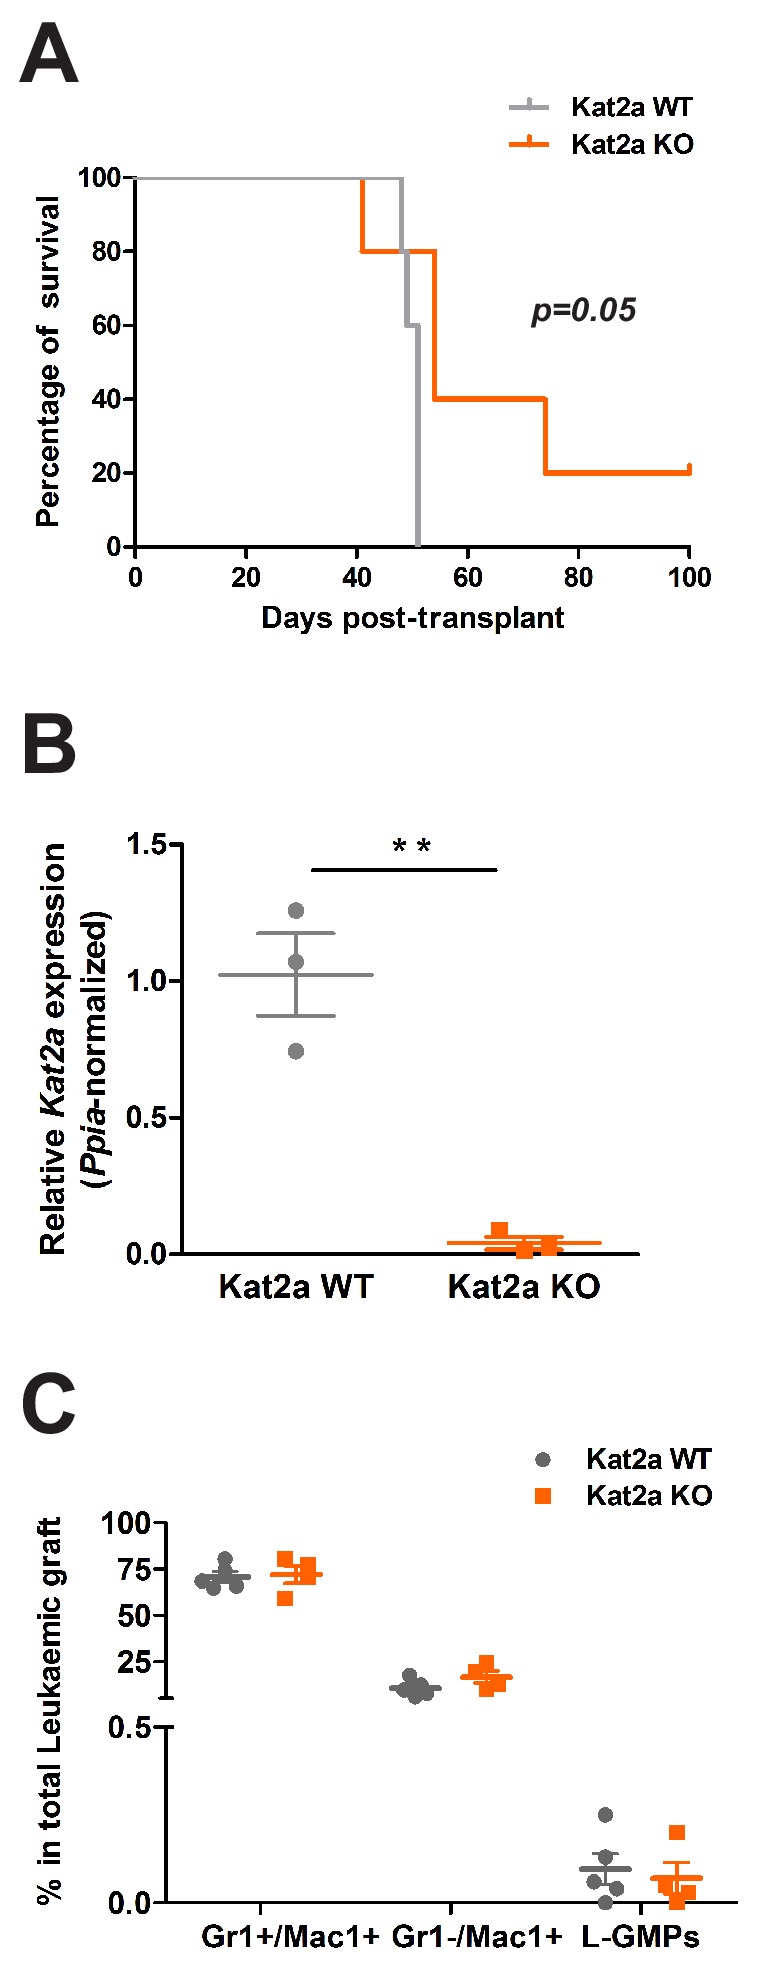
*Kat2a* loss impairs establishment of *MLL-AF9* leukemia in vivo. (**A**) Survival curve of animals transplanted with *MLL-AF9* transformed *Kat2a* WT or KO cells. N = 5 animals/genotype; log rank test, p=0.05. (**B**) Relative expression (quantitative RT-PCR) of *Kat2a* in *MLL-AF9* primary leukemia BM cells from *Kat2a* WT and KO backgrounds, mean ± SEM, n = 3, **p<0.001, 2-tailed t-test. (**C**) Flow cytometry analysis of BM cellularity of primary *Kat2a* WT or KO leukemias: shown are late (Mac1^+^Gr1^+^) and early (Mac1^+^Gr1^-^) differentiated populations and Gr1^-^Mac1^-^cKit^+^Sca1^-^CD34^+^FcgR^+^ candidate stem-like L-GMP cells, mean ± SEM, n = 4–5; 2-tailed t-test performed.

**Figure 2—figure supplement 1.**
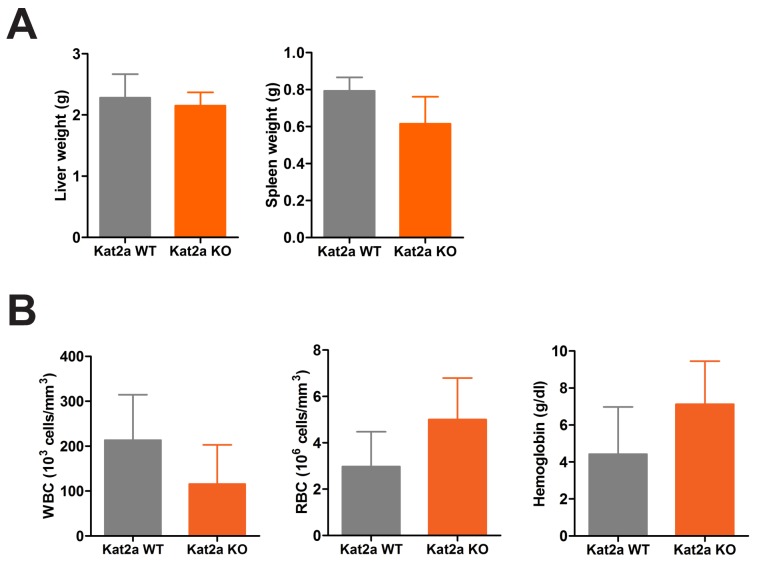
Primary *Kat2a* WT and KO *MLL-AF9* leukemias have similar disease burden. (**A–B**) Analysis of leukemia burden at terminal point: liver and spleen weights (**A**) and peripheral blood hematological parameters (**B**), namely white and red blood cell (respectively, WBC and RBC) counts and hemoglobin concentration, mean ± SEM, n = 5. Two-tailed t-test did not detect significant differences.

### Kat2a KO leukemias have increased transcriptional variability

To this end, we pooled samples from 4 to 5 primary leukemias of each genotype, sorted live GFP+ cells reporting the presence of the *MLL-AF9* fusion, and successfully sequenced over 4000 cells *Kat2a* WT and KO cells each, for a total of 13166 transcripts, using a high-throughput 10X Genomics platform (Zheng et al., 2017). Basic measures of gene alignment and quality control are summarized in Supplementary file 1. In order to minimize the confounding effect of rarely or very low expression genes, we filtered out transcripts detected in less than 10% of all cells, and only included cells where a minimum of 500 different transcripts were detected. These filtering criteria match those recently used in analysis of heterogeneity of hematological malignancies using a similar 10X Genomics platform (Pastore et al., 2019) and were deliberately chosen for reproducibility. We thus focused the analysis on what we designated Robust gene set. These were a total of 2588 genes (Supplementary file 2), sampled from 7360 cells (3835 WT, 3525 KO), which captured general metabolic, biosynthetic and regulatory ontologies, as well as hematopoietic-specific categories, for example ‘myeloid cell differentiation’, indicating broad representation of transcriptional programs within the dataset (Supplementary file 3). We assessed gene expression using the D3E algorithm (Delmans and Hemberg, 2016), which makes implicit use of the single-cell nature of the data to extract information about differential dynamics of transcription, in addition to determining changes in average gene expression. The algorithm views single-cell measurements as multiple observations of the same or closely-related cells and fits a two-state promoter model that interprets gene expression measurements in terms of frequency and size of bursts of promoter activity (Figure 3—figure supplement 1A). We used a multiple linear regression model to verify the contribution of burst size and frequency to average gene expression and gene expression CV in our single-cell RNA-seq data (Figure 3—figure supplement 1B). In line with other studies (Hornung et al., 2012), we observed that both bursting parameters contributed to mean expression to similar extents, but there was a greater contribution of burst frequency to CV. Differential gene expression analysis between *Kat2a* WT and KO primary leukemic cells revealed mild albeit significant changes in average gene expression (Figure 3A; median difference −0.03), which were of down-regulation upon *Kat2a* excision, as might be anticipated from loss of a histone acetyl-transferase. Compatible with the proposed role of Kat2a in regulating transcriptional noise, we observed a significant increase in gene expression variability as measured by coefficient of variation (CV = standard deviation/mean) (Figure 3B; median difference 0.24) in *Kat2a* KO cells which was apparent at all levels of gene expression (Figure 3C). The increase in gene expression CV associates with greater cell-to-cell dispersion (Mohammed et al., 2017), in other words reduced cell-to-cell correlation in transcript levels, amongst *Kat2a* KO leukemia cells (Figure 3D). The increased dispersion of transcriptional variability can be attributable to a change in burst frequency (Figure 3E; median difference −1.15), but not burst size (Figure 3F). This has also been observed for the *Kat2a* yeast orthologue *Gcn5* in modulating transcriptional noise (Weinberger et al., 2012).

**Figure 3.**
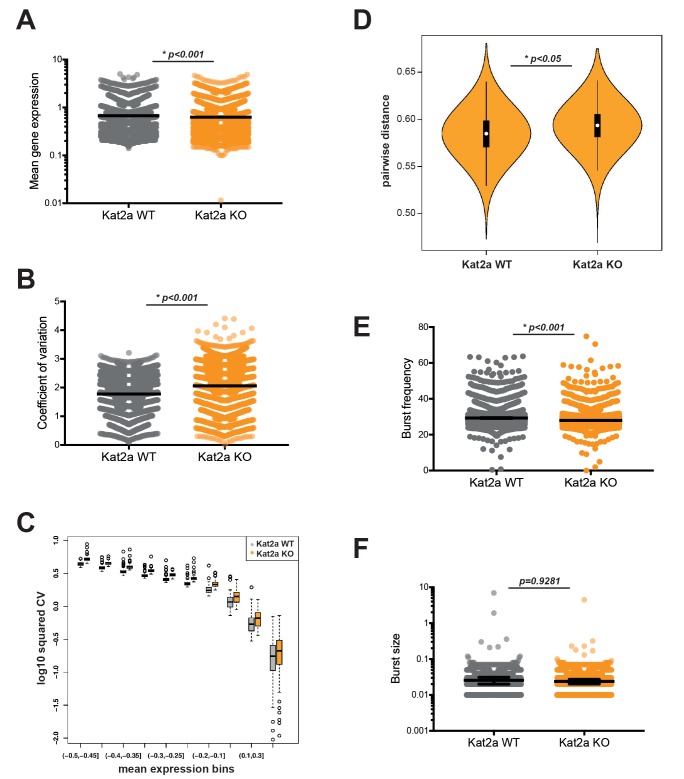
Loss of *Kat2a* increases transcriptional heterogeneity of primary *MLL-AF9* leukemias. (**A**) Mean gene expression levels in *Kat2a* WT and KO primary leukemia cells. Median and 95% CI of mean gene expression levels for the 2588 genes in the Robust gene set, across 7360 cells Kolmogorov-Smirnov (KS) non-parametric test, p-value<0.01. (**B**) Gene expression CV in *Kat2a* WT and KO primary leukemia cells. Data as in (**A**) : KS non-parametric test, p-value<0.01. (**C**) Binned gene expression CV across the distribution of gene expression averages for *Kat2a* WT and KO primary leukemia cells, KS non-parametric test, p-value<0.05 for all bins. (**D**) Pair-wise distance measure between any two genes across *Kat2a*-WT and KO primary leukemia cells. The top 500 most variable genes in the Robust gene set for each genotype, as determined by distance to the mean CV, were used, as previously described (Mohammed et al., 2017). Welch t-test for comparison of means *p-value<0.01. (**E**) Distribution of burst frequencies for the Robust gene set in *Kat2a* WT and KO primary leukemias, as calculated by the D3E algorithm. KS non-parametric test, * p-value<0.0001. (**F**) Distribution of burst sizes for the Robust gene set in *Kat2a* WT and KO primary leukemias, as calculated by the D3E algorithm. KS non-parametric test, non-significant. Figure 3—source code 1.Binned CV analysis - R-language code and input matrix, source code for Figure 3C. Figure 3—source code 2.Pairwise distance measure - R-language code, source code for Figure 3D. Figure 3—source data 1.D3E output analysis of the Robust gene set with annotation of Kat2a acetylation targets.Each figure panel A, B, E and F analyzes a distinct parameter in the output file as indicated in the respective Figure; Kat2a acetylation annotation relevant for Figure 5C. Ac targets – genes associated with promoters depleted of H3K9ac upon *Kat2a* KO; Kat2a Ac targets – subset of acetylation targets with Kat2a binding on ENCODE.

**Figure 3—figure supplement 1.**
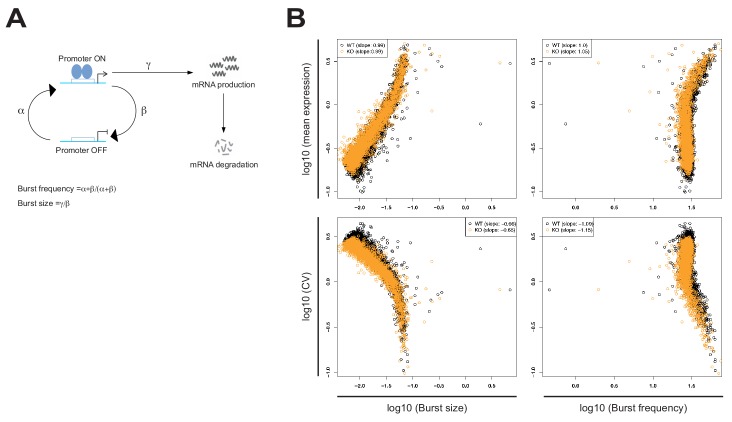
Differential transcriptional heterogeneity in *Kat2a* WT and KO *MLL-AF9* primary leukemias. (**A**) Stochastic two-state promoter model of gene expression. The model depicts stochastic switching between ON and OFF promoter states, with parameterization (α, β, γ and their use for estimation of burst size and frequency) as per the published D3E algorithm. The gene is transcribed in the ON state at a given burst frequency (frequency of OFF to ON promoter switches) and produces a given number of mRNA copies per burst (burst size). (**B**) Multiple linear regression analysis of the relationship between mean and coefficient of variation (CV) of gene expression against burst size and burst frequency in *Kat2a* WT and *Kat2a* KO leukemias. Absolute slope values reflect extent of contribution to mean expression and CV; slope value signal indicates direction of contribution. All values are significant at p-value<0.001, as computed by multiple linear regression. Figure 3—figure supplement 1—source code 1.Multiple linear regression analysis - R-language code and input data, source code for Figure 3—figure supplement 1.

### Increased transcriptional variability associates with loss of Kat2a KO leukemia stem-like cells

There have been several reports (Mohammed et al., 2017; Antolović et al., 2017; Blake et al., 2006; Chambers et al., 2007; Chang et al., 2008; Reynolds et al., 2012), including our own (Pina et al., 2012), that suggest an association between variability in gene expression and probability of cell fate change, although most of the data remains correlative, at least in mammalian systems. Our recent analysis of Kat2a inhibition in mouse ES cells (Moris et al., 2018) is compatible with this view, suggesting that the observed enhanced transcriptional variability may promote exit from pluripotency through disruption of gene regulatory networks. In this light, we asked if its enhancement in *Kat2a* KO leukemias resulted in an imbalance of self-renewal vs differentiation states that could lead to the observed delay in leukemia progression (Figure 2A). We made use of the RACE-ID algorithm (Grün et al., 2016) to cluster the combined 7360 WT and KO cells filtered as displaying Robust gene expression, and optimally separated them into 12 clusters on the basis of the 500 most highly variable genes in each genotype (Figure 4A). Despite the occupancy of a broadly similar transcriptional space, the genotypes had differential cluster-association patterns, with some clusters, namely 7, 11 and 12, which together comprise 22.9% of WT cells, being relatively underrepresented amongst *Kat2a* KO cells (respectively 0.5, 0.2 and 0.5 of *Kat2a* WT) (Figure 4—figure supplement 1A). Other clusters were over-represented amongst *Kat2a* KO cells but to a lesser extent, with only 2 over 1.5-fold (cluster 4–1.7-fold, 3.3% of WT cells; cluster 6–1.5-fold, 8.5% of WT cells), causing us to focus on the *Kat2a* KO-depleted clusters. Unsupervised alignment of the 12 clusters along a putative differentiation trajectory, shows that the underrepresented clusters lie at its undifferentiated end (Figure 4B). This is enriched for gene expression signatures associated with MLL self-renewal (Figure 4—figure supplement 1B), suggesting a depletion of cells with stem-like characteristics. Overall, gene expression programs at the start of the trajectory were similar between clusters 2, 4 and 7, with few genes unique to individual clusters thus preventing exploration of gene ontologies. There were nevertheless subtle differences in the functional categories enriched amongst differentially expressed genes between genotypes in each of the clusters, namely an association of categories associated with apoptosis in clusters 2 and 4, which were absent from cluster 7 (Supplementary file 4). The STEM-ID algorithm builds on RACE-ID to define a ‘stemness’ score that has successfully identified previously elusive stem cell populations in mouse pancreas (Grün et al., 2016) and cellular hierarchies in human liver (Aizarani et al., 2019). It postulates that stem cells exhibit a multitude of incipient lineage-affiliated programs (high information entropy), which are shared (high connectivity) with more differentiated cells, and attributes a ‘stemness’ score to each cluster as the product of entropy and number of links (Figure 4—figure supplement 1C). Indeed, cluster seven scores as the most stem-like transcriptional state, suggesting that *Kat2a* KO leukemias may be depleted of functional, if not surface phenotype (Figure 2C), LSC. We tested this by pooling equal numbers of cells from all primary WT or all primary KO leukemias in Figure 2A, and transplanting them into secondary recipients at limiting cell doses. Despite the equivalent number of phenotypic LSC in the primary leukemias of both genotypes (Figure 2C), recipients of *Kat2a* KO leukemia cells failed to develop leukemia at the lowest cell doses and had a dramatically reduced frequency of functional LSC (Figure 4C–D), indicating that a requirement for Kat2a in leukemia self-renewal and/or propagation. Significantly, the level of Kat2a gene expression knockout was profound and retained in secondary leukemias, similar to the primary leukemias they originated from (Figure 4—figure supplement 1D). In agreement, the frequency of *Kat2a* KO cells escaping the excision was negligible amongst phenotypically undifferentiated Lin-Kit+Sca1-CD16/32+ cells (Figure 4—figure supplement 1E). This confirmation of a maintained and profound gene expression knockout with minimum contribution from undeleted cells is particularly important, as the persistence of a rearranged transcript fusing exons 1, 2 and 18 (Figure 1—figure supplement 1D) prevents knockout quantification in the 3’-biased 10X Genomics platform. In contrast, the Taqman assay and the nested primers in the PCR analyses (Figure 4—figure supplement 1D–E) are directed at exons 6–7 and 11–13, respectively, which capture the excised region. Thus, cellular and molecular analyses, including inspection of transcriptional variability, are likely minimally affected by the presence of cells escaping *Kat2a* gene deletion, and should truly reflect the effects of *Kat2a* loss. Secondary leukemias, like primary leukemias, did not have a reduction in surface phenotypic LSC (L-GMP, Figure 4E), putatively highlighting a dissociation between primitive surface phenotype and function, or highlighting the existence of multiple stem-like states, as suggested by cluster-specific depletion at the undifferentiated end of the *Kat2a* KO leukemia trajectory. Nevertheless, secondary leukemias displayed an increased proportion of early (Mac1+Gr1-), but not late (Mac1+Gr1+) differentiated myelo-monocytic cells (Figure 4E), suggesting that loss of *Kat2a* may perturb self-renewal and differentiation progression at multiple levels. Accordingly, we observed reduction of transcriptional burst frequency in KO cells to be prevalent across clusters, albeit slightly more marked at the undifferentiated end (Figure 4—figure supplement 1F). The exception are the central clusters 11 and 12, which have minimal representation in *Kat2a* KO leukemia (Figure 4—figure supplement 1A). Also, separate inspection of the differentiation trajectories for *Kat2a* WT (Figure 4—figure supplement 2A–B) and *Kat2a* KO cells (Figure 4—figure supplement 2C–D) suggests that the almost linear developmental relationship between WT leukemia cells is replaced by multiple branching decisions upon *Kat2a* loss, an observation also captured by a second pseudo-time trajectory algorithm (Figure 4—figure supplement 2E–F). In summary, loss of *Kat2a* depletes functional LSC and alters cellular hierarchies within *MLL-AF9* leukemia. This is likely achieved through perturbation of promoter activity and we sought to define the genes and pathways directly regulated by Kat2a.

**Figure 4.**
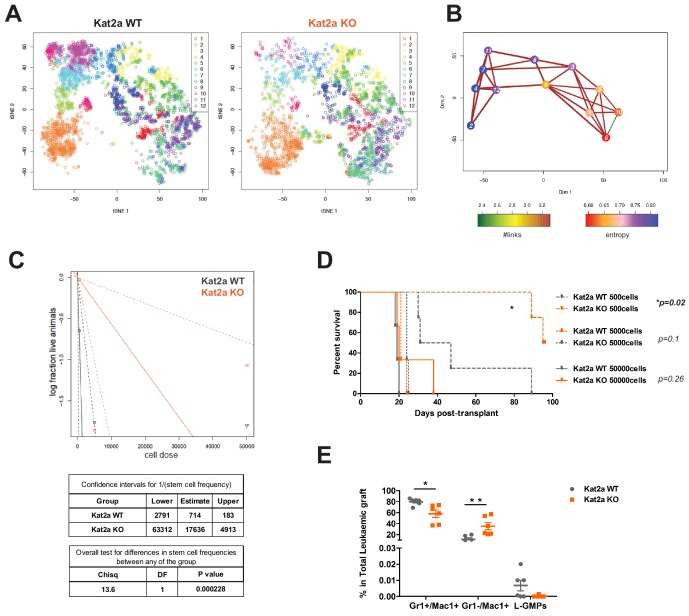
*Kat2a* loss depletes functional *MLL-AF9* leukemia stem-like cells. (**A**) t-SNE plot of single-cell RNA-seq data for *Kat2a* WT (left) and KO (right) primary leukemic cells. RACE-ID K-means clustering was used to classify cells from *Kat2a* WT and KO primary leukemias in combination, on the basis of the expression of the most highly variable genes from each genotype as defined in Figure 2D. Clusters are color-coded and cells of each genotype were displayed separately for easier appreciation of their non-overlapping transcriptional spaces. (**B**) STEM-ID trajectory plot of analysis in (**A**) representing combined measures of information entropy and cluster connectivity strength; clusters as in (**A**). (**C**) Extreme Limiting Dilution Analysis (ELDA Hu and Smyth, 2009) of leukemia-initiating cell frequency in *Kat2a* WT and KO primary leukemias. Primary leukemias of each genotype were pooled (WT-5; KO-4) and transplanted as 50K, 5K and 500 cell doses into 3–4 animals/dose group. (**D**) Survival curve of secondary recipients of *MLL-AF9* leukemic cells from *Kat2a* WT and KO backgrounds; data as in (**C**). Log rank test for difference in survival, n = 3–4/per dose group. 50 K cells p=0.26, 5 K cells p=0.1, 500 cells p=0.02. (**E**) Flow cytometry analysis of BM cells from secondary *Kat2a* WT and KO leukemia transplant recipients (50K and 5 K cells). Cell compartments as in Figure 2C; n = 6; mean ± SEM, 2-tailed t-test, **p<0.001, *p<0.01, and L-GMPs p=0.07. Figure 4—source code 1.tSNE plot of single-cell RNA-seq data - R-language code and individual cell coordinates with respective cluster ID, source code for Figure 4A.

**Figure 4—figure supplement 1.**
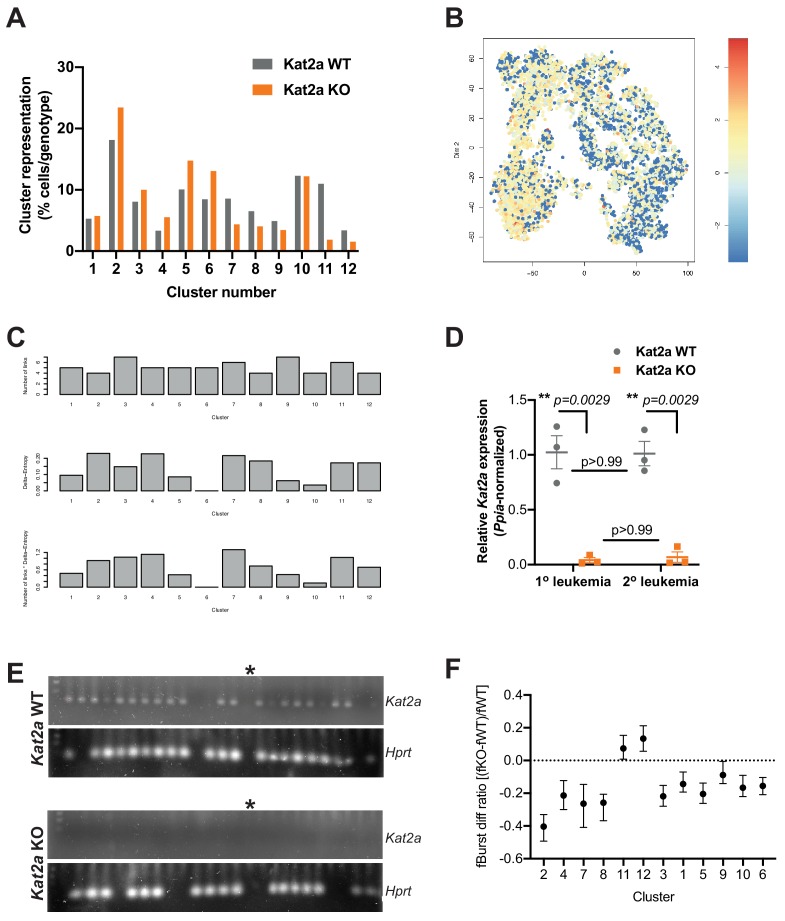
*Kat2a* WT and KO *MLL-AF9* primary leukemias have distinct cluster composition and organization. (**A**) Relative representation of *Kat2a* WT and KO cells in RACE-ID clusters of primary *MLL-AF9* leukemia. (**B**) Expression of an MLL-associated self-renewal gene signature in individual cells along the global *MLL-AF9* STEM-ID pseudo-time trajectory. Trajectory representation as in Figure 4A, with both genotypes in the same plot. Gene signature defined as per the representation of gene set GCM_MLL (MSigDB) in the Robust geneset. (**C**) STEM-ID parameters of connectivity (top), entropy (middle) and stemness score (bottom) in *MLL-AF9* primary leukemia clusters represented in Figure 4B. The cluster stemness score is the product of the cluster entropy measure and number of links for the cluster in the network; cluster seven has the highest stemness score. (**D**) Quantitative RT-PCR analysis of *Kat2a* expression in primary (as per Figure 2B) and secondary *MLL-AF9* leukemias of *Kat2a* WT and *Kat2a* KO genotypes. Primers and probe used assay exons 6 and 7, within the excised genomic region. N = 3 individual leukemias per genotype and time-point; mean ± SEM; 2-tailed t-test at significant p<0.05. (**E**) Representative gel electrophoresis of nested single-cell RT-PCR analysis of *Kat2a* expression in Lin^-^Kit^+^Sca^-^CD16/32^+^ cells obtained from secondary *MLL-AF9* leukemias initiated with *Kat2a* WT (top) or KO (bottom) cells. Total = 88 Lin^-^Kit^+^Sca^-^CD16/32^+^ cells/genotype, two different leukemias each; detection frequency of *Hprt* in duplex was 83% (*Kat2a* WT) and 76% (*Kat2a* KO); * no-template control lane. We analyzed a total of 176 cells, including Lin^-^Kit^+^Sca^-^CD16/32^+^ and Lin^-^Kit^+^ cells, and observed 9% *Kat2a*-expressing *Hprt+* KO cells (84% in WT), all of which in the Kit^-^ population. (**F**) Differential burst frequency between *Kat2a* KO and WT primary *MLL-AF9* leukemia cells in individual clusters along the STEM-ID trajectory presented in the main text Figure 4B.

**Figure 4—figure supplement 2.**
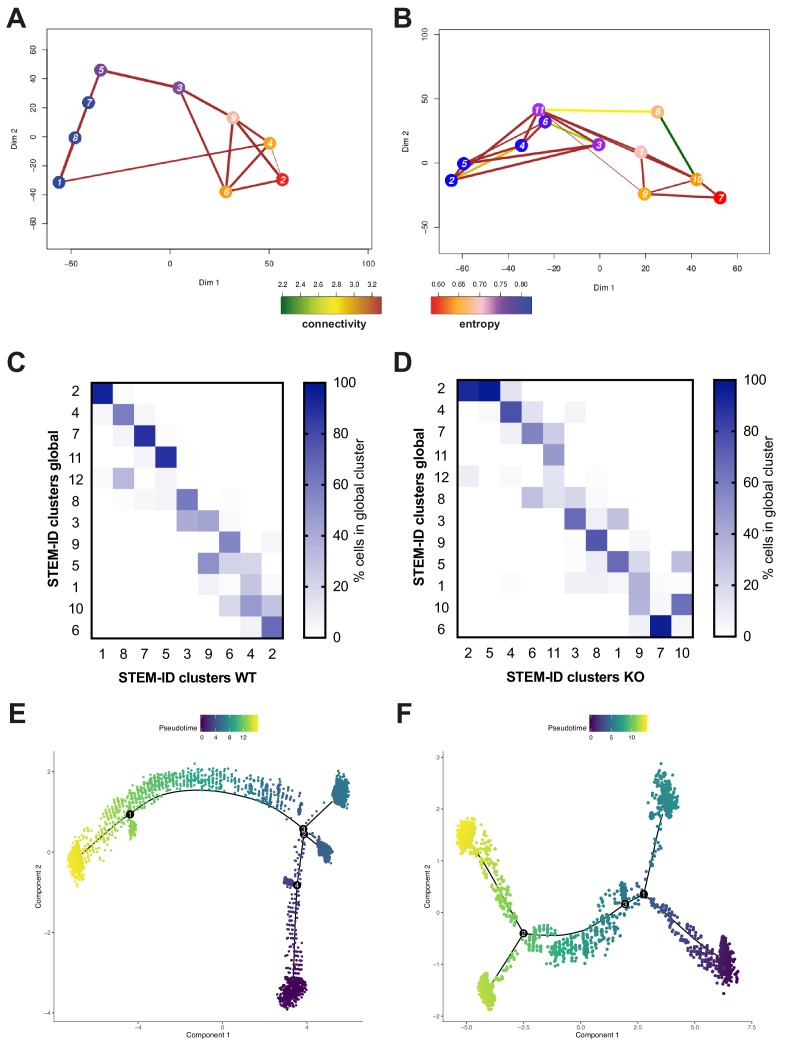
*Kat2a* WT and KO *MLL-AF9* primary leukemias have unique differentiation trajectories. (**A–B**) STEM-ID trajectory plots of (**A**) *Kat2a* WT and (**B**) *Kat2a* KO leukemia cells representing combined measures of information entropy and cluster connectivity strength. (**C–D**) Relative representation of global STEM-ID clusters (Figure 4B) within (**C**) *Kat2a* WT-specific and (**D**) *Kat2a* KO-specific STEM-ID clusters, as per trajectories in (**A**) and (**B**), respectively. (**E–F**) Monocle pseudo-time trajectories of (**E**) *Kat2a* WT and (**F**) *Kat2a* KO leukemia cells. Cell identities at the stem-like and differentiated-like end states of STEM-ID (**A–B**) and Monocle (**E–F**) genotype-specific pseudo-time alignments were compared, with 67.8% overlap (range 39.8–88.4%) between methods.

### Kat2a regulates transcription factor binding and bursting activity of promoters

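H3K4me3, H3K4me1, H3K9ac and H3K27ac were profiled by ChIP-seq in primary *MLL-AF9* leukemias initiated by *Kat2a* WT or *Kat2a* KO cells. Leukemia cells of 5 animals were pooled for WT and of 4 animals for KO. Each pool was immunoprecipitated in 2 replicates for each of the 4 marks, which gives 16 ChIP libraries. The replicates of a genotype share their animals, so the spread between them does not include the variation between leukemias. The sample labels give 500000 cells for H3K27ac and H3K4me1 and 5000000 cells for H3K9ac and H3K4me3. The authors aligned the reads to the mm10 mouse genome with BWA and called peaks in each library with MACS2. Each deposited peak list gives the position of a peak, its fold enrichment over background at the summit, the −log10 of its p-value and q-value, and a score derived from the p-value. The lists hold no read counts, so the depth of the libraries is unknown and no detection limit can be given for a region without a peak. The authors' fold enrichment and p-value served only to describe, rank or filter peaks within their own list.

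For H3K4me3, the lists hold 23297 and 15685 peaks in WT (replicates 1 and 2) and 20853 and 19517 peaks in KO. For H3K9ac, they hold 33605 and 31677 peaks in WT and 27657 and 28861 peaks in KO. The numbers of H3K27ac peaks were 26791 and 29757 in WT and 2725 and 46047 in KO. Those of H3K4me1 were 5368 and 45770 in WT and 27423 and 78042 in KO. Consensus regions of H3K4me3 and H3K9ac were the merged stretches of overlapping peaks that contained a peak of both replicates. Replicate 2 was used alone for H3K27ac and H3K4me1, of which the study left out a replicate each. H3K4me3 regions stood for promoters and H3K4me1 regions for enhancers, and each was classed by an overlap of at least 1 bp with H3K9ac, with H3K27ac or with both in the same genotype.

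*Kat2a* itself, the gene that was knocked out, lies on the minus strand of chromosome 11 from 100704746 to 100712465 (GENCODE M21). Its promoter carried an H3K9ac peak in every WT and KO library, with the authors' fold enrichment at 8.00 and 4.58 in WT and 7.48 and 11.8 in KO. An H3K27ac peak was listed there in replicate 2 of both genotypes and in replicate 1 of neither.

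**Figure D1:**
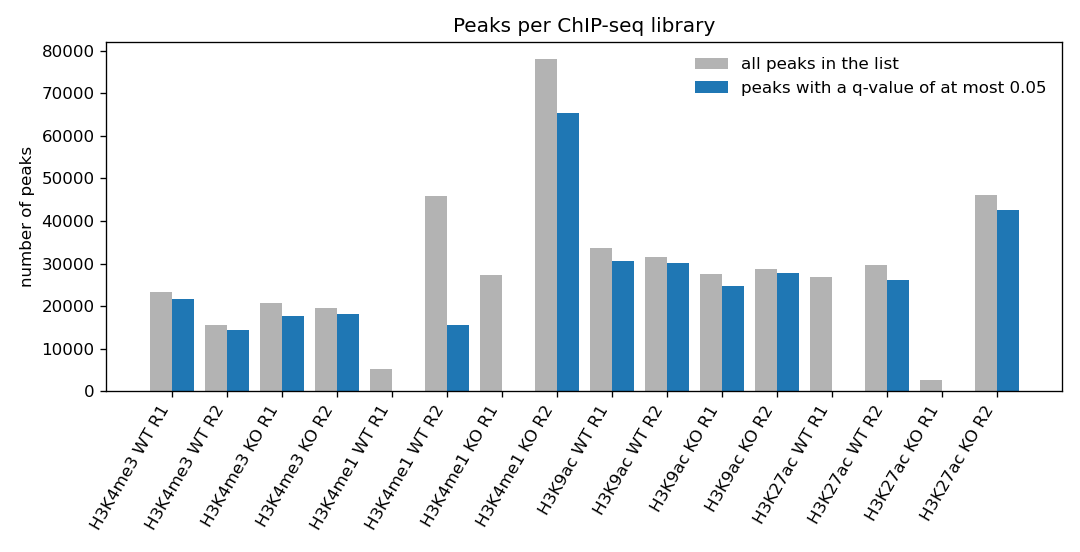
Number of peaks in each ChIP-seq library, by mark, genotype and replicate (R1, R2). Gray bars count all listed peaks and blue bars those with a q-value of at most 0.05, which are nearly absent from replicate 1 of H3K4me1 and H3K27ac.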

We defined Kat2a regulatory targets by chromatin immunoprecipitation followed by next generation-sequencing (ChIP-seq). Kat2a is a histone acetyl-transferase required for deposition of the activating H3K9 acetylation (ac) mark (Jin et al., 2014) and capable of catalyzing multiple acetyl-modifications (Kuo and Andrews, 2013) at promoters and at enhancers (Krebs et al., 2011). We identified promoters as H3K4 tri-methyl (me3) peaks (Figure 5—figure supplement 1A) and enhancers with H3K4 mono-methyl (me1)- enriched regions (Figure 5—figure supplement 1B) and inspected the respective pattern of distribution of H3K9ac in pooled MLL-AF9 primary leukemias initiated by *Kat2a* KO or WT cells. 

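Of the 12641 consensus H3K4me3 regions in WT, 92.1% (95% Wilson interval 91.6 to 92.6) had their center within 5 kb of an annotated TSS. In KO, 91.7% (91.3 to 92.2) of 13779 regions did. The share was lower for H3K4me1, with 36.9% (36.4 to 37.3) in WT and 40.6% (40.3 to 41.0) in KO. The intervals treat regions as independent and do not cover the variation between libraries. Among the single H3K4me3 libraries, the share ranged from 77.0% in WT replicate 1 to 90.3% in WT replicate 2, with 79.5% and 83.5% in the KO replicates. When only the outermost TSS of each gene was used, the share over both genotypes together was 84.3% for H3K4me3 and 25.9% for H3K4me1.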

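Peaks of the H3K4me3 replicates merged into 23680 regions in WT, of which 53.4% (95% Wilson interval 52.7 to 54.0) contained a peak of both replicates. In KO, 58.3% (57.7 to 59.0) of 23617 merged H3K4me3 regions did. For H3K9ac, both replicates were present in 21458 of 38980 merged regions in WT (55.0%, 54.6 to 55.5) and in 18783 of 33790 in KO (55.6%, 55.1 to 56.1). Counted from each list, 55.8% of the peaks of WT H3K4me3 replicate 1 overlapped replicate 2, and 95.3% of the peaks of replicate 2 overlapped replicate 1. In KO, these shares were 76.1% and 75.1%. For H3K9ac they were 72.7% and 73.7% in WT and 77.4% and 69.7% in KO. With the same number of peaks taken from every library of a mark, the share of merged H3K4me3 regions with both replicates rose to 71.4% in WT and 70.9% in KO.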

Experiments were performed in duplicate, with good overlap between replicates (Figure 5—figure supplement 1C–D). We included analysis of another acetylation activation mark, H3K27ac, which associates with active enhancers (Creyghton et al., 2010), but has not been specifically linked to Kat2a activity. 

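The H3K27ac lists split by replicate number. The Jaccard index of covered bases was 0.472 between replicate 2 of WT and replicate 2 of KO, and at most 0.0111 in the other 5 pairs of libraries. In WT, 5.13% (95% Wilson interval 4.95 to 5.32) of 53257 merged regions contained a peak of both replicates. In KO, 0.160% (0.128 to 0.200) of 48694 merged regions did. The median peak width was 48 bp in WT replicate 1 and 49 bp in KO replicate 1, against 483 bp and 505 bp in replicate 2. The KO list of replicate 2 covered 35.8 Mb and the WT list 19.7 Mb. Because the depth behind the lists is unknown, this difference in covered length between the genotypes cannot be separated from a difference in sequencing depth or enrichment.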

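In WT, 1978 of the consensus H3K4me3 regions overlapped H3K9ac without H3K27ac, which is 15.6% of them. In KO, 752 regions (5.46%) did, a KO to WT ratio of 0.380. H3K4me3 regions with both acetylation marks numbered 10108 in WT (80.0%) and 11982 in KO (87.0%), a ratio of 1.19. H3K4me3 regions with H3K9ac of either class numbered 12086 in WT and 12734 in KO. No test was made on these counts, since H3K27ac rests on 1 library per genotype and regions are not replicates.

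With the H3K27ac lists of both genotypes reduced to equal length, an alternative chosen after seeing the data, KO had 1330 H3K9ac-only regions and the ratio was 0.672. With all libraries used and consensus regions required for every mark, the direction changed. WT then had 9987 H3K9ac-only regions and KO 12681, a ratio of 1.27, with 2732 H3K27ac consensus regions in WT and 78 in KO. In the same setting, H3K4me3 regions with both acetylation marks numbered 2099 in WT and 53 in KO. With the left-out replicate 1 alone for all marks, H3K9ac-only regions numbered 16643 in WT and 15873 in KO. With replicate 2 alone they numbered 2848 and 1741. The paper's stated reason for leaving out replicates is the lack of a clear separation from control. From the difference between the genotypes in the number of H3K9ac-only peaks (Figure 5A), the paper reasons about where H3K9ac is lost.

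**Figure D2:**
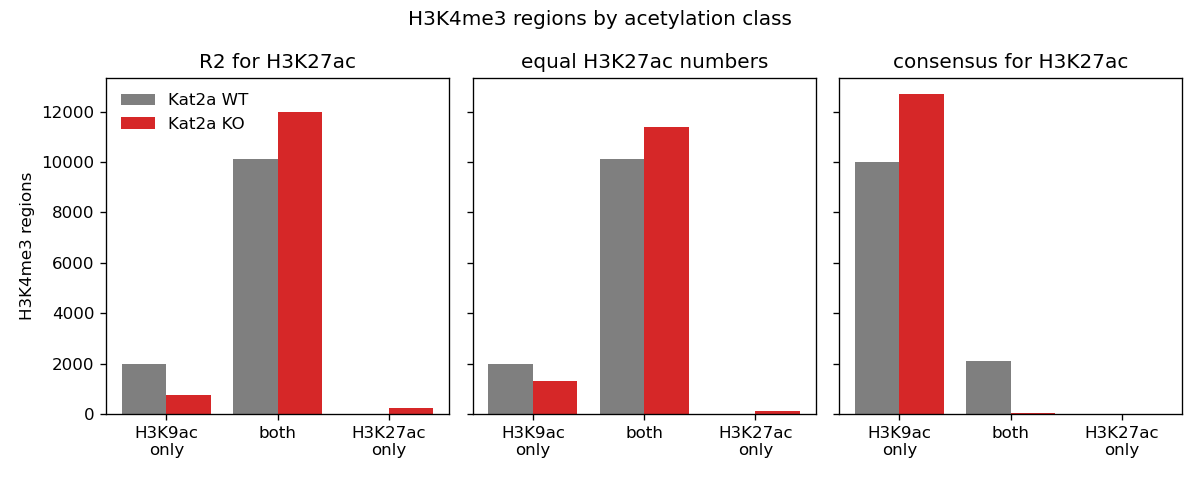
Number of H3K4me3 regions with H3K9ac only, with both acetylation marks and with H3K27ac only in *Kat2a* WT (gray) and KO (red). The panels use replicate 2 for H3K27ac, the same replicate with equal numbers of H3K27ac peaks, and the consensus of both H3K27ac replicates, in which the KO bar for H3K9ac only is higher than the WT bar.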

Inspection of peak overlaps between methylation and acetylation marks indicated a specific depletion of H3K9ac binding at promoters in regions devoid of concomitant H3K27ac activation mark (Figure 5A). Conversely, H3K9ac was mildly increased at candidate active enhancer regions marked by the presence of H3K27ac (Figure 5—figure supplement 1E) suggesting a possible pattern of imbalance of H3K9ac regulation between promoters and enhancers. 

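In WT, 6715 of the H3K4me1 regions (14.7%) overlapped both H3K9ac and H3K27ac. In KO, 13531 (17.3%) did, a KO to WT ratio of 2.02. The KO list of H3K4me1 is longer, and with equal numbers of peaks per library the ratio was 1.47. Among H3K4me1 regions that overlapped no consensus H3K4me3 region, 5523 of 43305 in WT (12.8%) and 8147 of 70914 in KO (11.5%) overlapped both acetylation marks. The ratio of counts was then 1.48, while the share was lower in KO. H3K4me1 regions with H3K9ac and no H3K27ac numbered 3629 in WT (7.93%) and 1890 in KO (2.42%), a ratio of 0.521. This direction depended on the peak threshold. With peaks of a q-value of at most 0.01, H3K9ac-only enhancers numbered 373 of 4280 H3K4me1 regions in WT (8.71%) and 1152 of 47307 in KO (2.44%), a ratio of counts of 3.09, while the share stayed lower in KO. With −log10 q of at least 5, 0 of 20 H3K4me1 regions in WT and 120 of 6546 in KO (1.83%) were of this class. With consensus regions required for every mark, 26 of 886 H3K4me1 regions in WT and 3 of 1109 in KO overlapped both acetylation marks, a ratio of 0.115.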

Guided by these preliminary observations, we focused on those promoter peaks with unique loss of H3K9ac upon *Kat2a* depletion, and used the ENCODE database (Auerbach et al., 2013) to confirm enriched experimental binding of Kat2a (aka GCN5) in other model systems (Figure 5B and Supplementary file 5). 

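H3K9ac-only promoter regions that overlapped no such region of the other genotype numbered 1563 in WT and 332 in KO. Of the 1563 WT-exclusive regions, 1022 (65.4%, 95% Wilson interval 63.0 to 67.7) overlapped a consensus H3K9ac region in KO together with an H3K4me3 region that carried both acetylation marks. A further 191 (12.2%) overlapped a consensus H3K9ac region without such an H3K4me3 region. An H3K9ac peak was listed in only 1 KO replicate at 267 regions (17.1%) and in no KO replicate at 83 (5.31%). Among promoters with no H3K9ac peak in KO, those with the largest fold enrichments in WT replicate 1 included *Nr6a1* (9.46), *Dock9* (6.64), *Six4* (5.64) and *Epha2* (5.39). The *Nr6a1* region, on chromosome 2 from 38926786 to 38927207, carried an H3K27ac peak in KO replicate 2 and no KO H3K4me3 peak.

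WT-exclusive regions lay from 1 kb upstream to 500 bp downstream of a TSS of 1283 protein-coding genes, taken as target genes here. Of the study's targets with Kat2a binding in ENCODE (Figure 5—source data 1), 1937 were matched to the annotation. In WT, 1849 of these (95.5%) had a promoter region with both acetylation marks, and 124 had an H3K9ac-only region. Among the 1611 genes with an H3K9ac-only promoter region in WT, 120 of the 1283 targets and 4 of the other genes were on the study list (odds ratio 8.36, two-sided Fisher's exact test p = 1.9e-08). Genes are not independent replicates in this test. The study drew its list from these same libraries by a similar rule, so a part of the overlap is built in. The p-value is therefore no independent support for either list. When a target had to lack consensus H3K9ac in KO, the odds ratio was 1.50 (two-sided Fisher's exact test p = 0.092). With consensus regions required for every mark, WT-exclusive regions numbered 1004 and KO-exclusive regions 3498, and the odds ratio was 1.04 (two-sided Fisher's exact test p = 0.74).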

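Families of gene symbols stood for the mitochondrial and translation categories. The paper reports nucleic acid and mitochondrial ontologies for its own targets, and translation for genes with reduced burst frequency. The families were counted among the targets called here, and no broader nucleic acid category was tested. The tests below therefore do not repeat the enrichments of the paper. The background was the 10629 protein-coding genes with a WT H3K4me3 region at the promoter, of which 12.1% were target genes. Among mitochondrial ribosomal proteins (*Mrpl* and *Mrps*), 9 of 76 genes were targets, an odds ratio of 0.98. Among subunits of respiratory complex I (*Nduf*), 4 of 44 were targets, an odds ratio of 0.73. The two-sided Fisher's exact test gave p = 1.0 and p = 0.82 for these families, and p = 1.0 for both after Benjamini-Hochberg adjustment over the 4 families. None of 32 aminoacyl-tRNA synthetase genes was a target (Fisher's exact test, adjusted p = 0.055). Of 77 cytosolic ribosomal proteins (*Rpl* and *Rps*), 2 were targets, an odds ratio of 0.19 (Fisher's exact test, adjusted p = 0.029). A target needed an H3K9ac-only promoter region in WT, which 1611 genes had, and the background was not limited to these. *Rps7* and *Rps15*, for example, had a region with both marks in WT and none with H3K9ac only. A low count can therefore come from H3K27ac in WT, so these tests do not measure a dependence of H3K9ac on *Kat2a*. Against all 21911 protein-coding genes, the odds ratios of the mitochondrial families were 2.10 and 1.53, and 0 of the 4 families passed an adjusted p of 0.05, with 1 at an unadjusted p under 0.05.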

Genes associated with differentially-acetylated promoter peaks represented general nucleic acid and mitochondrial metabolic categories (Supplementary file 6). Somewhat surprisingly, the list of target promoters failed to include most MLL-AF9 ChIP targets (Bernt et al., 2011) with the leukemia self-renewal associated *Hox* gene signature, namely *Hoxa9*, *Hoxa10* and *Meis1*, escaping Kat2a-dependent promoter acetylation control. This suggests that Kat2a-mediated maintenance of LSC may be achieved through general, rather than leukemia-specific, regulatory programs, with putative implications for other leukemic and non-leukemic malignancies. 

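*Hoxa9* lies on chromosome 6 from 52223100 to 52231089 and *Hoxa10* from 52231197 to 52240854, both on the minus strand. *Meis1* lies on chromosome 11 from 18879817 to 19018985. Counting all annotated TSS, the promoters of these 3 genes carried H3K4me3 and H3K9ac peaks in all libraries of both genotypes and H3K27ac peaks in replicate 2 of both genotypes. At *Hoxa9*, the strongest H3K9ac peak had a fold enrichment of 14.4 and 17.8 in the WT replicates and of 13.1 and 25.0 in the KO replicates. In both WT replicates, this peak also reached an internal TSS of *Hoxa10*. It ran from 52215187 to 52235184 in WT replicate 1 and from 52215127 to 52235224 in WT replicate 2. In both KO replicates the stretch was split into shorter peaks. At the outermost TSS of *Hoxa10*, at 52240854, an H3K9ac peak was listed in WT replicate 1 alone, from 52240310 to 52240541, with a fold enrichment of 2.70. At its internal TSS, the strongest peak in KO had a fold enrichment of 11.8 and 18.3. At *Meis1*, the values were 18.0 and 22.9 in WT and 14.6 and 22.6 in KO. None of the 3 genes had a WT-exclusive H3K9ac-only region at its promoter.

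**Figure D3:**
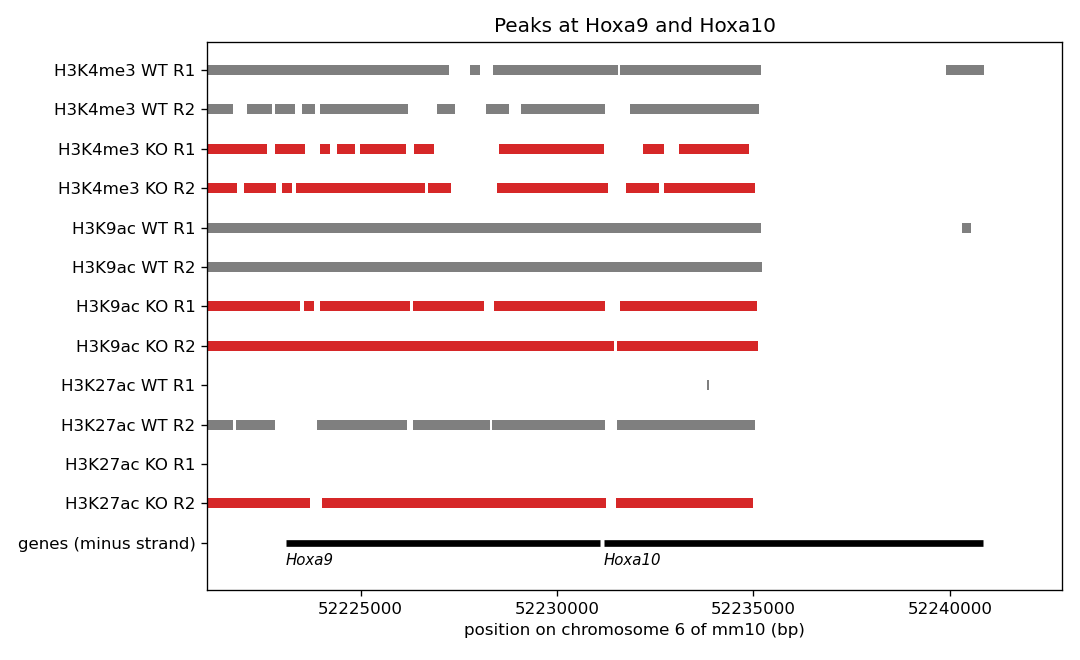
Peaks of H3K4me3, H3K9ac and H3K27ac in each library (R1, R2) at *Hoxa9* and *Hoxa10* on chromosome 6 of mm10, with *Kat2a* WT in gray and KO in red. Bars span the listed peaks, and H3K9ac is present in all 4 libraries.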

Having previously observed that loss of *Kat2a* associates with a decrease in frequency of transcriptional bursting (Figure 3E), we asked if this was more evident for genes dependent on Kat2a for promoter H3K9ac. Global inspection of the Robust gene set across all cells showed a similar reduction in burst frequency for Kat2a acetylation targets and non-targets (Figure 5C). However, H3K9ac target genes had uniquely preserved mean gene expression levels (95% CI KO-WT means = −0.1118 to 0.01303, Welch t-test p=0.12 for targets vs. −0.0894 to −0.0016, p=0.04 for non-targets), with increased CV upon Kat2a KO (both groups p<0.0001), suggesting a specific impact of Kat2a on variability of transcription. Nevertheless, global analysis of transcriptional burst frequency failed to produce a specific association with Kat2a acetylation targets, which could be due to a confounding effect of mixing cells at different points in the differentiation trajectory, for which locus-specific regulation might differ, or indeed a cascading of transcriptional consequences along gene regulatory networks, as suggested by our analysis of mouse ES cells where Kat2a activity was inhibited (Moris et al., 2018). Alternatively, the lack of association could reflect the fact that our subset of acetylation targets captures absolute, but not relative losses of promoter H3K9ac upon *Kat2a* KO, as a result of the necessarily limited replication of ChIP analysis of primary leukemia cells. To avoid potential confounding effects of cellular heterogeneity on determination of transcriptional parameters, we repeated the analysis exclusively on stem-like cluster 7 cells. Indeed, by using a more homogeneous group of cells, we could observe that the reduction in frequency of bursting in *Kat2a* KO cells was significantly more marked for H3K9ac target genes (Figure 5D; Mann-Whitney test for difference in burst frequency, Fburst, defined as (FburstKO-FBurstWT)/FburstWT p=0.0155), indeed suggesting that Kat2a acts by regulating bursting activity at target promoters. Transcriptional variability has been associated with density of transcription factor binding. As Kat2a is known to interact with transcription factors, including the oncogene Myc (Wang et al., 2018; Hirsch et al., 2015), to regulate common downstream gene expression programs, we asked if loss of Kat2a reduced transcription factor binding at target H3K9ac peaks. Analysis of H3K9ac targets using the ENCODE ChIP-Seq significance tool suggested binding by Myc in other experimental systems (Supplementary file 3), in addition to general transcription and pause-release factors. It also showed increased binding by the respiratory chain regulator Gabpa (Ongwijitwat and Wong-Riley, 2005) (Nrf2 in the ENCODE database), which has been described as a regulator of normal hematopoietic and Chronic Myeloid Leukemia (CML) stem cells (Manukjan et al., 2016; Yang et al., 2013). We performed ChIP-qPCR analysis of Myc and Gabpa binding at promoter peaks depleted of H3K9ac binding in *Kat2a* KO leukemias. We selected candidate Myc and Gabpa target peaks based on experimental DNA occupancy by the transcription factors (TF) across different mouse cell types in the ENCODE database. Q-PCR primers were designed under the respective H3K9ac peak, for analysis of pooled mouse *MLL-AF9* secondary leukemia samples of each genotype. We confirmed that the transcription factors (TF) Myc and Gabpa did indeed bind at most of the locations analyzed in *MLL-AF9* leukemias (Figure 5E–F and Figure 5—figure supplement 2A–B). Critically, we observed that binding of both TF at promoter regions dependent on Kat2a for H3K9ac was globally reduced in *Kat2a KO* leukemias (Figure 5E–F) as compared to WT (Myc: 95% CI WT-KO enrichment 0.01273 to 1.589; 2-way ANOVA p<0.05 for genotype contribution; Gabpa: 95% CI WT-KO enrichment 0.2640 to 1.364; 2-way ANOVA p<0.01 for genotype contribution), thus suggesting that Kat2a may regulate binding of sequence-specific TF at the promoter regions it acetylates.

**Figure 5.**
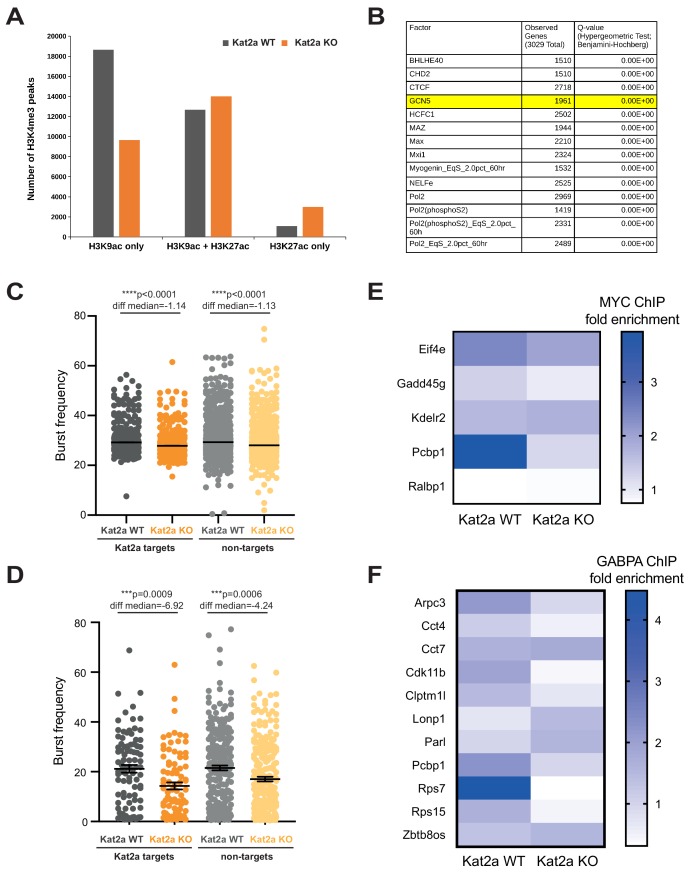
Loss of *Kat2a* depletes H3K9ac and perturbs transcription factor-binding in a subset of regulatory gene promoters. (**A**) Quantification of H3K9ac and H3K27ac ChIPseq peaks at H3K4me3 gene promoters in *Kat2a* WT and KO primary *MLL-AF9* leukemias. (**B**) Top ENCODE ChIP-seq Significance Tool enrichments for H3K9ac-positive promoters exclusive to *Kat2a* WT primary *MLL-AF9* leukemia cells. These promoters constitute Kat2a acetylation targets. (**C**) Distribution of burst frequencies for Kat2a acetylation targets vs. non-targets within the 2588-Robust gene set. Values as calculated by D3E with 2585 genes called differential. Mann-Whitney non-parametric test for comparison of rank medians; p<0.0001 for *Kat2a* WT vs. KO comparisons. WT vs KO median rank differential non-significant. (**D**) Distribution of burst frequencies for Kat2a acetylation targets vs. non-targets amongst cells in cluster 7; 857 genes considered as used in RACE-ID. Burst frequencies were calculated by D3E, with 332 genes called differential. Mann-Whitney non-parametric test for comparison of rank medians; p<0.001 for *Kat2a* WT vs. KO comparisons. (**E**) ChIP-quantitative PCR analysis of Myc binding in selected Kat2a acetylation target promoter peaks; mean values for 2–4 independent experiments using pooled BM or Spleen of *Kat2a* WT vs KO *MLL-AF9* secondary leukemias. Mean enrichments: WT = 2.158, KO = 1.357, 95% CI of difference 0.01273 to 1.589; 2-way ANOVA p<0.05 for genotype contribution. (**F**) ChIP-quantitative PCR analysis of Gabpa binding in selected Kat2a acetylation target promoter peaks; mean values for two independent experiments using pooled BM of *Kat2a* WT vs KO *MLL-AF9* secondary leukemias. Mean enrichments: WT = 1.775, KO = 0.9609, 95% CI of difference 0.2640 to 1.364; 2-way ANOVA p<0.01 for genotype contribution. Figure 5—source data 1.D3E output analysis of cluster seven with annotation of Kat2a acetylation targets.

**Figure 5—figure supplement 1.**
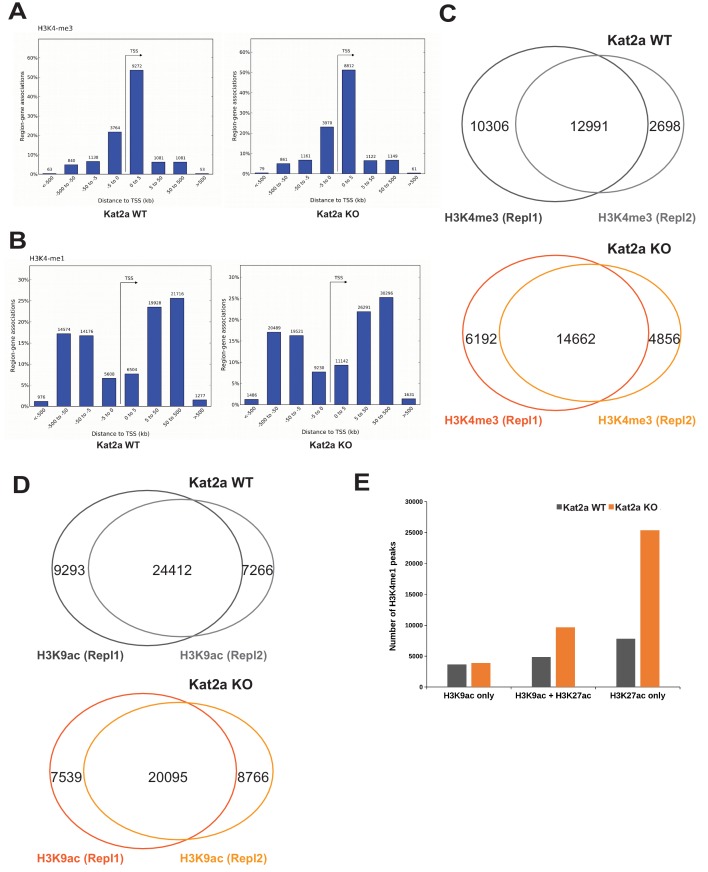
ChIP identification of regulatory regions in primary *MLL-AF9* leukemia. (**A**) Localization of H3K4 tri-methyl (me3) peaks relative to the transcriptional start site (TSS) in *Kat2a* WT and *Kat2a* KO primary *MLL-AF9* leukemias. (**B**) Localization of H3K4 mono-methyl (me1) peaks relative to the transcriptional start site (TSS) in *Kat2a* WT and *Kat2a* KO primary *MLL-AF9* leukemias. (**C–D**) Venn diagrams representing peak overlap between (**C**) H3K4me3 and (**D**) H3K9ac duplicate ChIP-seq experiments. (**E**) Distribution of H3K9 and H3K27 acetylation (ac) marks in H3K4me1 (enhancer) peaks in *Kat2a* WT and KO primary *MLL-AF9* leukemias.

**Figure 5—figure supplement 2.**
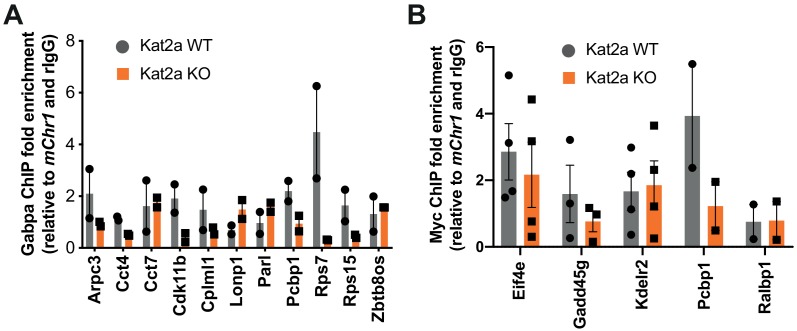
Loss of Kat2a affects transcription factor binding in a subset of loci. (**A**) ChIP-qPCR analysis of relative enrichment in Gabpa binding at Kat2a target loci with reported Gabpa/Nrf2 binding in the ENCODE database; mean+ SEM of 2 independent experiments using pooled BM of *Kat2a* WT vs KO *MLL-AF9* secondary leukemias; qPCR reactions performed in triplicate. (**B**) ChIP-qPCR analysis of relative enrichment in Myc binding at Kat2a target loci with reported Myc binding in the ENCODE database; mean+ SEM of 2–4 independent experiments using pooled BM or Spleen of *Kat2a* WT vs KO *MLL-AF9* secondary leukemias; qPCR reactions performed in triplicate. (**A–B**) are alternative representations of the data in Figure 5E–F.

### Kat2a participates in AML maintenance through regulation of translation-associated genes

Having established that Kat2a can control the H3K9ac status, and putatively TF binding, of a subset of promoters, with impact on their bursting activity, we focused on the nature of the genes showing reduced frequency of bursting in *Kat2a KO* leukemias. We found that these were preferentially associated with translation categories (Supplementary file 7), including ribosomal proteins and translation initiation and elongation factors, some of which we showed to be depleted of TF binding upon Kat2a loss. Additionally, we could observe an enrichment of translation-associated gene expression signatures amongst undifferentiated cells relatively depleted in *Kat2a* KO leukemias (Figure 6A), suggesting that they may contribute to leukemia propagation and/or maintenance. We started by verifying that perturbed regulation by Kat2a had functional consequences for the translation machinery by performing polysomal profiling of *MLL-AF9*-carrying MOLM-13 AML cells in which KAT2A activity was inhibited by the MB-3 inhibitor (Tzelepis et al., 2016). Reassuringly, we observed a dramatic reduction in polysomal content (Figure 6B), indicating the functional impact of Kat2a transcriptional control, despite minimum changes in average gene expression. We then tested the effect on emergent protein synthesis in mouse MLL-AF9 leukemias by quantifying OP-Puro incorporation in *Kat2a* WT and KO phenotypic L-GMP. We saw qualitative and quantitative reductions in OP-Puro incorporation in *Kat2a* KO cells, with a bimodal distribution of low and high incorporating cells that was unique to *Kat2a*-depleted cells (Figure 6C), and significantly lower levels protein synthesis within the high OP-Puro distribution (Figure 6D). Altogether, the data suggest that phenotypic leukemia stem-like cells are less translationally active in the absence of *Kat2a*, which could explain their reduced functionality. We assessed functional impact in vitro by inhibiting the translation machinery of *Kat2a* WT and KO *MLL-AF9* transformed cells with the S6K1 inhibitor PF4708671 (Pearce et al., 2010). PF4708671 targets the TOR pathway and impedes translation initiation and elongation. Treatment of *MLL-AF9* transformed primary mouse BM cultured cells with PF4708671 in colony-forming assays recaptured the imbalance between compact and mixed colonies (Figure 6E) observed upon in vitro transformation of *Kat2a* KO cells. Taken together, the data indicate that regulation of the translational machinery at least partially mediates the imbalance between self-renewal and differentiation observed in *MLL-AF9*-driven leukemia upon *Kat2a* loss. It further supports the notion that fine control of transcriptional activity leading to changes in variability of transcript levels influences cell fate transitions and can be exploited by malignant cells for cancer maintenance.

**Figure 6.**
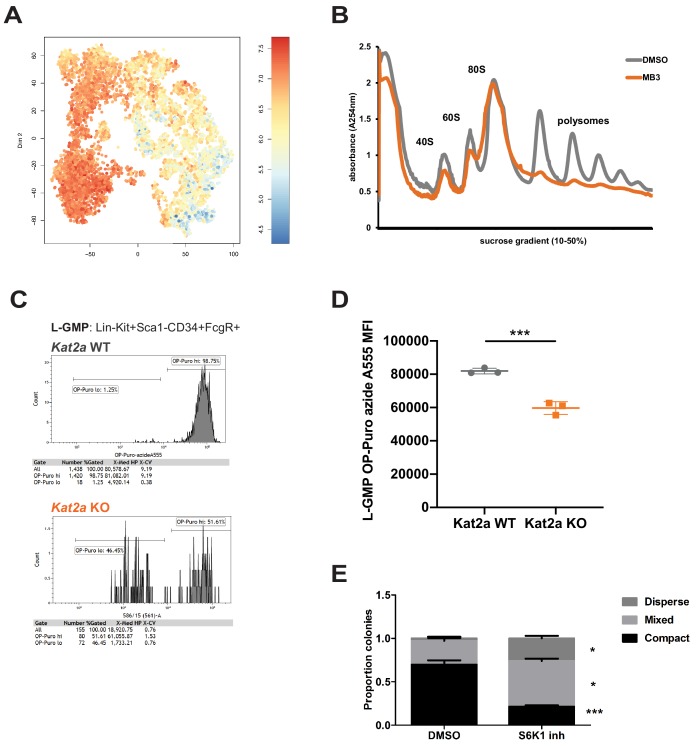
Kat2a regulates protein synthesis activity in MLL-AF9 leukemia stem-like cells. (**A**) Expression of translation-associated gene signatures in individual cells along the global *MLL-AF9* STEM-ID pseudotime trajectory. Trajectory representation as in Figure 4A, with both genotypes in the same plot. Gene signature defined as per the representation of gene sets MORF_EIF4E, MORF_EIF3S2, MORF_EIF4A2, MORF_EIF3S6 (MSigDB) in the Robust geneset. (**B**) Polysomal profiling of MOLM-13 cells upon overnight treatment with DMSO or the Kat2a inhibitor MB-3 (Biel et al., 2004) (200 μM); data are representative of 2 independent experiments. (**C**) Flow cytometry plot of OP-Puro incorporation by phenotypic L-GMP isolated from spleens of MLL-AF9 secondary leukemias WT or KO for the *Kat2a* gene. This pattern was observed in 2 out of 3 Kat2a KO leukemias analysed (0/3 WT). (**D**) Quantitation of protein synthesis rate in *Kat2a* WT and KO L-GMP as measured by OP-Puro incorporation. Mean ± SEM; n = 3 individual leukemia samples/genotype; *p<0.001. (**E**) Proportion of colonies types in CFC assays of *Kat2a* WT cells treated with DMSO vs. S6K1 PF4708671 inhibitor, mean + SEM, n = 3, ***p<0.001, *p<0.05. 2-tailed paired t-test performed in (**D**) and (**E**). Figure 6—source data 1.Differential colony counts of MLL-AF9-transformed cells treated with PF4708671 S6K1 inhibitor.

## Discussion

In this study, we combine functional assays with single-cell transcriptional analysis and identify a requirement for the histone acetyl-transferase Kat2a in sustaining leukemia stem-like cells (LSC) and their downstream leukemia cellular structure in *MLL-AF9*-initiated AML. Loss of *Kat2a* increases cell-to-cell variability in transcription at all levels of mean gene expression, which is reflected in poor coordination in gene expression programs in *Kat2a* KO leukemia cells. Perturbation of transcription associates with an increased trend towards differentiation in vitro and loss of long-term functional LSC in vivo. However, the differentiation routes followed by *Kat2a* KO leukemic cells are aberrant and seem to follow multiple alternative dead ends that deviate from the seemingly linear pathway of *Kat2a* WT *MLL-AF9* cells. These characteristics are reminiscent of the perturbation of pluripotency we observed in Kat2a-inhibited mouse embryonic stem (mES) cells (Moris et al., 2018), where cells accumulate at the exit from pluripotency and only progress to differentiation with slow kinetics. Indeed, that may be the expected outcome of constitutively enhancing variability in gene expression, or transcriptional noise, which may need to be buffered downstream of a differentiation transition for differentiation to proceed (Ahrends et al., 2014).

Although it is surprising that we do not observe changes to normal hematopoietic stem and progenitor cells, the same was reported by others using a tissue-specific developmental (*Vav-Cre*) knockout (Bararia et al., 2016). Stem cell and developmental systems are typically robust to noise perturbations (Urban and Johnston, 2018), and may have compensatory systems that buffer the loss of *Kat2a*. A putative compensatory mechanism would be the up-regulation of the *Kat2a* orthologue *Pcaf/Kat2b*, which is normally absent in HSC and progenitors. Whilst we did not observe up-regulation of *Kat2b* in leukemia cells, we did not specifically look for it in normal hematopoiesis, and cannot exclude that it may explain the difference between healthy and leukemic blood cells. We did note a very early reduction in HSC and their multilineage colony-forming potential upon *Kat2a* loss, but this was not sustained and did not affect engraftment potential, a more accurate measure of HSC activity. Also, the *Kat2a* KO hematopoietic system did not exhibit increased sensitivity to prolonged treatment with the cytotoxic drug 5-fluorouracil (data not shown), suggesting that KO and WT HSC are similarly functional. Although we cannot exclude that serial or competitive transplantation may reveal a defect in Kat2a KO HSC, our data are nevertheless supportive of a difference in the sensitivity of leukemia cells to *Kat2a* loss.

It has been proposed that cancer cells exist in a state of enhanced transcriptional activity that is required to sustain their oncogenic self-renewal programs (Lin et al., 2012). Amongst other factors, hyper-transcription has been associated with Myc, a known collaborator of Kat2a in transcriptional regulation (Hirsch et al., 2015), which is broadly required in AML (Delgado and León, 2010), including in *MLL* fusion-driven disease (Schreiner et al., 2001). Accordingly, we found Myc to be depleted in a subset of promoters targeted by Kat2a. However, transcription factor depletion at promoters was not exclusive to Myc, and we made similar and indeed more extensive observations with another broad metabolic regulator, Gabpa, which has been previously characterized as a regulator of CML self-renewal (Yang et al., 2013; Yu et al., 2012) and associated with Kat2a-containing complexes (Krebs et al., 2011), but for which a requirement in AML has not been established. Of interest, loss of both transcription factors analysed have severe consequences to normal hematopoiesis, which are of HSC depletion in the case of Gabpa (Manukjan et al., 2016; Yu et al., 2011) and impaired differentiation with accumulation of defective phenotypic HSC in the case of Myc (Wilson et al., 2004). Notably, none of these roles is phenocopied by *Kat2a* loss. We thus suggest that Kat2a acts through co-option of the transcriptional machinery present at target loci, rather than rely on a unique conserved transcription factor circuit, to exert its pleiotropic activating effects in leukemia cells. This said, we did not observe a monotonous reduction in transcription factor binding across all loci analysed, suggesting that the presence of Kat2a may facilitate transcription factor recruitment and/or binding in a probabilistic manner, a view compatible with a role for Kat2a in stabilizing rather than initiating transcription (Jin et al., 2014). Live-cell imaging of transcription factor recruitment to individual loci (Donovan et al., 2019) and/or single-cell ChIP (Ai et al., 2019; Hainer et al., 2019; Ku et al., 2019), currently undergoing significant development, will be central to definitively test this hypothesis. An alternative, albeit not mutually exclusive, explanation is that the role of Kat2a in transcription factor binding or recruitment is influenced by the chromatin context in which it acts, including the post-translational modifications it catalyses as well as the modifications introduced by other factors.

Kat2a catalyzes acetylation of Lys nine in Histone 3 (H3K9ac), a chromatin mark associated with maintenance, but not initiation, of locus transcription. Kat2a is able to catalyze acetylation of additional lysine residues in cell-free systems (Kuo and Andrews, 2013), but its loss in vivo more specifically affects H3K9ac, particularly so in the vicinity of transcriptional start sites (Wang et al., 2018). Compatible with these observations, Kat2a loss in the context of MLL-AF9 leukemia impacted H3K9ac specifically at gene promoters. In addition, H3K9ac was specifically lost at gene loci that do not exhibit additional activating acetylation marks such as H3K27ac. Whilst the specific meaning of single vs. double-acetylated regions is unclear, one possibility is that the presence of H3K27ac marks genomic regions that also function as enhancers of more distant genes, suggesting that Kat2a may be strictly required at promoters. In agreement with this view, we did not observe loss of H3K9ac at H3K4me1-positive enhancers. Instead, we observed a gain in H3K27ac at both H3K4me3 promoters and H3K4me1 enhancers as a single acetylation mark, which may help explain the minimal consequences of *Kat2a* loss in terms of average gene expression, and highlight the specific role of Kat2a-dependent H3K9ac of promoters in stabilizing transcriptional activity. 

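H3K4me1 regions with any H3K9ac numbered 10344 in WT (22.6%) and 15421 in KO (19.8%). H3K9ac covered 2.34 Mb of the H3K4me1 regions in WT and 6.17 Mb in KO, with H3K4me1 regions themselves covering 11.5 Mb in WT and 42.1 Mb in KO. The KO to WT ratio of the counts was 1.49, and 1.15 with equal numbers of peaks per library. Without the H3K4me1 regions that overlapped consensus H3K4me3, 8103 regions in WT (18.7%) and 9117 in KO (12.9%) had any H3K9ac. With consensus regions required for every mark, the direction of the counts changed, with 317 regions in WT and 241 in KO (0.760). This setting leaves only 886 H3K4me1 regions in WT and 1109 in KO, since the replicates of H3K4me1 share few peaks.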

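H3K4me3 regions with H3K27ac and no consensus H3K9ac numbered 16 in WT and 228 in KO. H3K4me1 regions of this class numbered 4218 in WT and 18290 in KO. The ratios were 14.2 and 4.34. With equal numbers of peaks per library, they fell to 3.48 at promoters (21 and 73 regions) and 1.83 at enhancers (4775 and 8748 regions). In these counts H3K27ac needed a peak of 1 library, whereas H3K9ac needed a peak of both replicates. When an H3K9ac peak of either replicate counted, 1 of the consensus H3K4me3 regions in WT and 39 in KO carried H3K27ac alone. This promoter count was chosen after seeing the data. At enhancers, the numbers were then 2341 in WT and 13060 in KO. With consensus regions required for every mark, 1 H3K4me3 region and 9 H3K4me1 regions in WT carried H3K27ac alone, against 0 and 1 in KO, numbers that the few H3K27ac peaks shared by the KO replicates keep too small for a direction.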

Gain of H3K27ac may reflect differentially regulated or compensatory acetylation by other histone acetyl-transferases in the absence of Kat2a. In light of the promoter vs. enhancer specificity of the changes observed, it will be interesting to investigate to what extent reprogramming of acetylation marks reflects proximal reconfiguration of enhancer-promoter interaction via Ctcf binding. Ctcf loss has been shown to increase gene expression CV with moderate or no differences in mean expression (Ren et al., 2017), a pattern akin to our observations upon *Kat2a* loss. Whereas their study specifically investigated sequence-driven loss of Ctcf binding at proximal, intra-TAD enhancer regions, we observed that H3K9ac-depleted promoters in *Kat2a* KO leukemia cells had a significant association with experimental Ctcf binding in ENCODE experiments, and we speculate that Ctcf may be dislodged to enhancers and promote asymmetric distribution of histone acetylation marks, with dysregulation of locus control. 

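In single libraries, 81.5% and 93.4% of the WT H3K4me3 peaks (replicates 1 and 2) overlapped an H3K9ac peak of the same genotype and replicate number, and 76.3% and 84.2% of the KO peaks did. The mean share was 87.4% ± 8.40 (SD, n = 2) in WT and 80.3% ± 5.57 (SD, n = 2) in KO, a difference of −7.17 percentage points. Between libraries of the same replicate number, the difference was −5.17 percentage points for replicate 1 and −9.17 for replicate 2. Without regard to replicate number, the difference is smaller than the SD of the WT replicates (two-sided exact permutation test p = 0.67, where the smallest p that 2 replicates against 2 allow is 0.33). H3K9ac covered 13.9 Mb of the consensus H3K4me3 regions in WT and 12.9 Mb in KO. The part of this H3K9ac that also carried H3K27ac was 61.4% in WT and 84.2% in KO. It rests on 1 H3K27ac library per genotype, whose lists cover 19.7 Mb in WT and 35.8 Mb in KO. The difference between these parts therefore cannot be separated from a difference in sequencing depth or enrichment.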

Of note, too, is the fact that despite the almost complete knockout of *Kat2a* expression, the loss of H3K9ac, although specific in terms of chromatin context, is far from dramatic. This is similar to recent observations in embryoid bodies (Wang et al., 2018) and suggests that Kat2a requirement for H3K9ac is not absolute, although it may be locus-specific. Other acetyltransferases may, either normally or compensatorily, contribute to H3K9 acetylation in at least some locations, and it will be interesting to understand the parameters that determine specific dependency on Kat2a activity and its unique consequences to transcription.

Variability in gene expression levels reflects regulation of locus activity, and whilst specific contribution from enhancers has been proposed (Fukaya et al., 2016) and remains an area of active investigation (Larsson et al., 2019) the role of promoter configuration and sequence has been more extensively characterized in multiple model systems (Antolović et al., 2017; Faure et al., 2017; Zoller et al., 2015). In most if not all *loci*, transcriptional activity is discontinuous, with promoters cycling between active (ON) and inactive (OFF) states. Self-limited bursts of transcriptional activity are characterized by the burst frequency, reflecting the rate of OFF-to-ON transitions, and the burst size, which captures the number of mRNA molecules produced during each burst. In yeast, regulation of both burst parameters is dependent on H3K9ac at specific gene locations: gene body acetylation regulates burst size; promoter H3K9ac associates primarily with burst frequency (Weinberger et al., 2012). Furthermore, in yeast, promoter H3K9ac is deposited by the Kat2a orthologue and founder histone acetyl-transferase Gcn5, and removed by the Sin3a orthologue Rpd3(L) deacetylase complex. Loss of Gcn5 decreases burst frequency across multiple yeast loci and has been modelled to increase intrinsic transcriptional noise, a finding we capture in mammalian cells in the present study. Whilst our study specifically links promoter H3K9ac to regulation of burst frequency in mammalian cells, recent work by the Naëf lab has shown that locus-specific manipulation of promoter, but not distal or enhancer, H3K27ac can also change transcriptional bursting frequency (Nicolas et al., 2018). Although the Naëf study has not specifically manipulated H3K9ac levels, it did reveal an association between promoter H3K9ac and frequency of locus activation, which agrees with our own observations. Whether other residue-specific acetylations of promoters (or indeed enhancers) can produce the same effect remains to be determined, and this knowledge will undoubtedly deepen current understanding of transcriptional regulation. Moreover, Kat2a was recently shown to catalyze other acyl-modifications of lysine residues, namely succinylation (Wang et al., 2017), which also associates with transcriptional activation (Tong et al., 2020). Characterization of the exact mechanistic consequences of additional acylations and their interaction with the better characterized lysine acetylations is still lacking, not least due to lack of modification and residue-specific antibodies for the newly-identified marks. It is possible that their loss also contributes to the changes in transcriptional regulation seen upon *Kat2a* KO, and could for example explain why the reduction in frequency of bursting, although more strongly associated with loss of H3K9ac, is not exclusive to sites depleted of this modification. Additionally, it remains possible that loss of Kat2a may impact other residue-specific acylations more dramatically than its specific effect on H3K9ac and the effects of their combined loss more completely link all the effects observed. Our lab has recently developed a KAT2A-dCas9 fusion capable of catalyzing targeted acetylation events (data not shown), which will be instrumental in the mechanistic understanding of individual acetylation events and specific sequences in regulating bursting activity. It should also allow us to probe other candidate acyl modifications to unveil their unique and combined effects on transcriptional bursting.

Somewhat unexpectedly, we found that the genes regulated by Kat2a at the level of promoter acetylation, and which responded to *Kat2a* loss with decreased frequency of bursting, were specifically associated with ribosomal assembly and translation activity. Similar categories have been shown to be regulated by non-catalytic components of the Kat2a SAGA complex in controlling ESC pluripotency (Seruggia et al., 2019), reinforcing the notion that Kat2a complexes impact general metabolic processes in multiple cell types, and that these general processes can specifically influence cell fate transitions. Importantly, we demonstrated that *Kat2a*-depleted leukemia stem-like cells (phenotypic L-GMP) have reduced protein synthesis activity, putatively due to a perturbation of polysomal assembly consequent to variability in levels of ribosomal proteins. Moreover, perturbation of the translational machinery could re-capture the enhanced in vitro differentiation of leukemia cells observed upon *Kat2a* depletion, suggesting that alterations in protein synthesis activity may indeed be central to exit from leukemia self-renewal. In agreement, Morrison and collaborators (Signer et al., 2014) had previously reported that impaired protein synthesis upon genetic depletion of the ribosomal protein machinery impedes leukemia self-renewal, whilst having non-linear dose-dependent effects on normal hematopoiesis, mimicking our own observations in the *Kat2a* KO setting.

Future studies directing Kat2a catalytic activity to single or multiple loci will illuminate individual *vs.* global target gene contributions to the leukemia phenotype. However, it is tempting to speculate that the generic nature of the programs impacted by Kat2a at the level of transcriptional noise may configure an underlying propensity towards execution of cell fate transitions, which can be of a different nature in different biological contexts. Analysis of the impact of Kat2a target programs in other malignant and normal stem cell systems, or at different stages of leukemia progression will test this hypothesis. It will also be interesting to determine if other candidate regulators of transcriptional noise produce similar effects and can be exploited therapeutically in AML, as well as in other hematological and non-hematological malignancies.

## Materials and methods

### Generation and analysis of *Kat2a* conditional knockout mice

*Kat2a^Fl/Fl^* conditional knockout mice (Lin et al., 2008) (MGI:3801321) were bred with *Mx1-Cre* ^+/-^ transgenic mice (Kühn et al., 1995), in a C57Bl/6 background. Littermates were genotyped for *Kat2a* LoxP sites (forward: CACAGAGCTTCTTGGAGACC; reverse: GGCTTGATTCCTGTACCTCC) and for *Mx1-Cre*: (forward: CGTACTGACGGTGGGAGAAT; reverse: TGCATGATCTCCGGTATTGA): Ear notch biopsies were digested using KAPA express extract (Sigma Aldrich) and KAPA2G ROBUST HS RM Master Mix (2x) (Sigma Aldrich). PCR cycling protocol: 95C, 3 min; 40x (95°C, 15 s; 60°C, 15 s; 72°C, 60 s); 72°C, 60 s. DNA products were run on a 1% Agarose Gel in TAE (1x), at 100V and visualized using an AlphaImager UV transilluminator (Protein Simple). Cre-mediated recombination was induced in 6–10 week-old mice by administration of 5 alternate-day intraperitoneal injections of poly(I)- poly(C) (pIpC), 300 μg/dose. After pIpC treatment, animals were identified as *Kat2a* WT = Kat2 a^Fl/Fl *^ Mx1-Cre ^-/-^ and *Kat2a* KO = Kat2 a^Fl/Fl *^ Mx1-Cre ^+/-^. Excision efficiency was determined by qPCR of genomic DNA (gDNA) from Peripheral Blood (PB), Spleen (Sp) or Bone Marrow (BM). gDNA was extracted using Blood and Tissue DNA easy Kit (Qiagen) and quantified by Nanodrop (Thermo Scientific). qPCR analysis used Sybr Green Master Mix (Applied Biosystems) and two sets of primers (Figure 1A): *Kat2a*-IN11 (forward: CAACTTCCCCAAGGTATGGA; reverse: CGGGGACCTTAGACTTGTGA), within the excised region; *Kat2a*-OUT18 (forward: AGTCTGGGCTGTTTCCATGT; reverse: GCCCGTTGTAGAATGTCTGG), distal to the second LoxP site. Expression levels were determined by the Pfaffl method following normalization to *Kat2a*-OUT. PB was collected by saphenous vein and differential blood cells counts were determined using a Vet abc automated counter (Scil Animal Care, Viernheim, Germany). Mice were kept in an SPF animal facility, and all experimental work was carried out under UK Home Office regulations. Animal research was regulated under the Animals (Scientific Procedures) Act 1986 Amendment Regulations 2012 following ethical review by the University of Cambridge Animal Welfare and Ethical Review Body (AWERB).

### Isolation of mouse BM stem and progenitor cells

BM was isolated from mouse long bones as described before (Pina et al., 2015). Following red blood cell lysis, total BM suspension was depleted of differentiated cells using a cocktail of biotinylated lineage (Lin) antibodies (Table 1) and streptavidin-labeled magnetic nanobeads (Biolegend), according to manufacturers’ instructions. Cells were directly used in transplants, colony-forming assays or flow cytometry for analysis of normal hematopoiesis. For leukemia studies, cells were cultured overnight at 37°C 5% CO_2_ in RPMI supplemented with 20% Hi-FBS (R20), 2 mg/mL L-Glutamine, 1% PSA, 10 ng/mL of murine Interleukin 3 (mIL3), 10 ng/mL of murine Interleukin 6 (mIL6), and 20 ng/mL of murine Stem Cell Factor (mSCF) (cytokines from Peprotech) (supplemented R20), followed by retroviral transduction.

**Table 1.** Antibodies used in flow cytometry analysis and cell sorting.

Antibody	Fluorochrome	Catalogue #	Clone	Dilution	Supplier
CD45.1	FITC	110705	A20	1:200	BioLegend
CD45.2	AF700	56-0454-81	104	1.:200	Ebioscience
CD45R/B220 (Lin)*	Biotin	103204	RA3-6B2	1:300	BioLegend
Ter119 (Lin)*	Biotin	116204	Ter119	1:300	BioLegend
Gr1 (Lin)*	Biotin	108404	RB6-8C5	1:300	Biolegend
CD3e (Lin)*	Biotin	100304	145–2 C11	1:300	BioLegend
CD11b (Lin)*	Biotin	101204	M1/70	1:300	BioLegend
CD11b/Mac1	AF700	101222	M1/70	1:200	BioLegend
CD11b/Mac1*	PE-Cy7	25-0112-81	M1/70	1:200	Ebioscience
CD16/32/FcγR*	PE	101308	93	1:100	BioLegend
CD16/32/FcγR	PerCP-Cy5.5	101323	93	1:100	BioLegend
CD34*	APC	128612	HM34	1:100	BioLegend
CD34	AF700	560518	RAM34	1:100	BD
CD117/c-Kit*	APC-Cy7	105826	2B8	1:50	BioLegend
CD117/c-Kit	APC-eF780	47-1171-82	2B8	1:100	Ebioscience
Sca1*	PE-Cy7	108114	D7	1:100	BioLegend
Gr1	AF700	108422	RB6-8C5	1:200	BioLegend
Gr1	PB	108430	RB6-8C5	1:100	BioLegend
CD135/Flt3*	PE	135305	A2F10	1:100	BioLegend
CD105*	PE	562759	MJ7/18	1:100	BD
CD150*	Af647	562647	Q38-480	1:100	BD
CD41*	Biotin	13-0411-81	eBioMWReg30	1:100	Ebioscience
Streptavidin*	BV421	405226		1:200	BioLegend
Streptavidin	BV510	405233		1:200	BioLegend

### Colony forming cell (CFC) assays

For analysis of normal progenitors, sorted mouse BM cells were plated at a density of 200–400 cells/plate in duplicates, in MethoCult GF M3434 (STEMCELL Technologies). Colonies were scored at 7–9 days. For analysis of MLL-AF9 leukemia, retroviral-transduced BM cells were plated in M3434 at an initial density of 10000 cells/condition and scored and re-plated every 6–7 days. Re-plating was performed up to passage 9, with 4000 cells/condition used from plate 3. CFC assays from mouse MLL-AF9 transformed lines were seeded in M3434 and scored 6–7 days later. RPS6K inhibition studies were set by adding 3.3 μL DMSO, either as vehicle or with a final concentration of 3.5 μM of PF4708671 (Tocris), directly to the methylcellulose medium, with mixing prior to cell addition.

### In vivo analysis of leukemia initiation and engraftment

For analysis of normal hematopoiesis, 10^6^ *Kat2a* WT or *Kat2a* KO cKit+ cells were intravenously injected via tail vein into lethally irradiated (2*5.5Gy) CD45.1 recipient mice. At the described time-points, BM and Sp were collected and processed into a single-cell suspension for surface marker staining and flow cytometry analysis. For AML induction, we transplanted 1.5 × 10^6^ cKit+ *Kat2a* WT or *Kat2a* KO cells transduced with *MSCV-MLL-AF9-IRES-YFP*, intra-venous into lethally irradiated (2* 5.5Gy) CD45.1 recipient mice. The number of recipients used was determined by the numbers of cells available post-retroviral transduction and the transduction efficiency estimated by flow cytometry at the point of injection, aiming at a minimum of 1 x 10^5^ YFP+ cells/recipient and the same number of YFP+ cells delivered to all recipients. The investigators were blinded as to the group allocation, with the injections performed by an investigator not involved in sample preparation, or in subsequent animal follow-up and tissue collection. Upon signs of illness and following human end-point criteria, animals were culled, tissue samples collected for histology analysis, and BM and Sp processed into single-cell suspensions. Flow Cytometry analysis and DNA extraction were performed. Data collection was performed using general identification numbers with no reference to the experimental group. For limiting-dilution analysis, 5*10^2^ - 5 × 10^4^ cells from primary leukemia pooled BM of each genotype were transplanted into sub-lethally irradiated (1*5.5Gy) CD45.1 recipient mice (3–4/dose and genotype). Numbers of animals used were contingent on availability on CD45.1 recipients aiming at no less than 10 recipients per genotype divided between 3 cell doses to allow for limiting dilution statistical analysis.

### Retroviral transduction

Retroviral construct *MSCV-MLL-AF9-IRES-YFP* was previously described (Fong et al., 2015). For viral particle production, Human Embryonic Kidney (HEK) 293 T cells were seeded at 2.5 × 10^6^ cells/10 cm dish in DMEM supplemented with 10% Hi-FBS, 2 mg/mL L-Glutamine, 1% PSA and cultured overnight at 37°C 5% CO_2_. The following day, a transfection mix [per plate: 47.5 µL of TranSIT (Miros), 5 µg of packaging plasmid psi Eco vector (5 µg), retroviral vector (5 µg) and 600 µL of Optimem Medium (Gibco)] was prepared according to manufacturer’s instructions and added dropwise to cells followed by plate swirling and overnight culture at 37°C 5% CO_2_. Medium was replaced with R20 the next day. At 24 and 48 hr after R20 replacement, medium was collected and filtered through a 0.45 μM syringe filter, and viral particle suspension medium was added to BM cells. BM cells from 6 to 10 week old *Kat2a* WT and *Kat2a* KO mice were collected and Lineage-depleted as described above (Isolation of mouse BM stem and progenitor cells), and cultured overnight at 37°C 5% CO_2_ in supplemented R20. For viral transduction, BM cells were briefly centrifuged at 400G, 5 min, and viral particle suspension medium supplemented with 10 ng/mL mIL3, 10 ng/mL mIL6, and 20 ng/mL mSCF added to a final density of 10^6^ cells/mL. Cells were plated in 6-multiwell plates and centrifuged for 1 hr at 2000 rpm, 32°C. After, cells were incubated for 4 hr at 37°C 5% CO_2_. A second round of viral transduction was performed, with post-centrifugation incubation performed overnight. Next day, cells were collected, pelleted and washed three times with PBS (2x) and R20 (1x). YFP level was accessed by Flow Cytometry in a Gallios Analyser (Beckman Coulter).

### Establishment of MLL-AF9 transformed cell lines

MLL-AF9 clonal liquid cultures were set up using *MLL-AF9* retrovirus-transduced primary BM cells (see Retroviral Transduction section). Transformed cells enriched in vitro by 3 rounds of serial plating (CFC assays) were maintained in R20 supplemented on alternate days with mSCF, mIL3 and mIL6, all at 20 ng/mL. Cells were cultured at 2*10^5^ cells/ml and passaged when they reached a density of 1*10^6^/ml.

### Flow cytometry

Cell surface analysis of BM and Sp was performed using a panel of antibodies marked with * described in Table 1, as per the following sorting strategies: HSC - Lin^–^ cKit^+^ Sca1^+^ CD34^–^ Flt3^-^; MPP: Lin^–^ cKit^+^ Sca1^+^ CD34^+^ Flt3^-^; LMPP: Lin^–^ cKit^+^ Sca1^+^ CD34^+^ Flt3^+^; CMP: Lin^–^ cKit^+^ Sca1^-^ CD34^+/low^ CD16/32^low^; GMP: Lin^–^ cKit^+^ Sca1^+^ CD34^+^ CD16/32^high^; MEP: Lin^–^ cKit^+^ Sca1^+^ CD34^-^ CD16/32^-^; Lin^-^: CD3e^-^ B220^-^ Gr1^-^ CD11b^-^ Ter119^-^. Data were acquired on Gallios (Beckman Coulter) or LSRFortessa (BD) cytometers; data analysis used Kaluza software (Beckman Coulter). Cell sorting was performed on Influx or AriaII instruments (both from BD).

### Measurement of protein synthesis

Six million cells each from the spleens of 3 individual secondary leukemia samples per genotype were cultured overnight in supplemented R20 to allow recovery after thaw. O-propargyl-puromycin (OP-Puro, Thermo Fisher Scientific) was added directly to 80% of each culture at a final concentration of 50 μM and incubated for 1 hr at the end of the culture period; the remainder was treated with PBS and processed in parallel as a control. After incubation, cells were washed twice in ice-cold PBS without Ca^2+^ or Mg^2+^ (Sigma), and resuspended in PBS/10%FBS for cell surface staining with Lineage markers (Gr1/Mac1-AF700), c-Kit-APC-ef780, Sca1-PE-Cy7, CD34-APC, CD16/32-PerCP-Cy5.5 (see Table 1) for 30 min on ice. After washing, cells were fixed in 1% paraformaldehyde (PFA) in PBS for 15 min on ice, protected from light, washed, and then permeabilized in PBS/3% FBS/0.1% saponin (permeabilization buffer) at room temperature, in the dark, for 5 min. Cells were washed and used immediately in the azide-alkyne cyclo-addition reaction with Click-iT Cell Reaction Buffer Kit (Thermo Fisher Scientific; C10269) and Alexa Fluor 555-Azide (Thermo Fisher Scientific; A20012) with a master reaction solution freshly prepared as per manufacturer’s instructions for immediate use. Alexa Fluor 555-Azide was used at a final concentration of 5 μM. The reaction proceeded in the dark at room temperature for 30 min; cells were washed twice in permeabilization buffer and then counterstained with DAPI 3.3 μg/ml in PBS for 5 min prior to flow cytometry analysis. We did not observe any effect of cell cycle status on differential OP-Puro labeling.

### Polysomal profiling

MOLM-13 cells (ID: CVCL_2119) were grown to an approximate density of 1 × 10^6^ cells/mL, treated with cycloheximide (100 μg/mL) for 15 min, washed in ice-cold PBS and stored at −80°C. Cells were lysed in buffer A (20 mM HEPES pH 7.5, 50 mM KCl, 10 mM (CH_3_COO)2 Mg, EDTA-free protease inhibitors (Roche), supplemented with cycloheximide 100 μg/mL, 1 mM PMSF, 100 U/mL RNase inhibitor (Promega), 1% (vol/vol) sodium deoxycholate, and 0.4% (vol/vol) NP-40) at 10^8^ cells/mL for 10 min on ice. Lysates were cleared by centrifugation (8000 g for 5 min at 4°C) and 3 A254nm units loaded onto a 10–50% (wt/vol) sucrose gradient in buffer A in Polyallomer 14 × 95 mm centrifuge tubes (Beckman). After centrifugation (Beckman SW40Ti rotor) at 260 900 g for 3 hr at 4°C, gradients were fractionated at 4°C using a Gilson Minipulse three peristaltic pump with continuous monitoring (A254nm). Samples were analysed using a Brandel gradient fractionator, the polysome profiles were detected using a UV monitor (UV-1, Pharmacia) at A254, and 0.5 mL fractions were collected. The electronic outputs of the UV-1 monitor and fraction collector were fed into a Labjack U3-LV data acquisition device with an LJTick-InAmp preamplifier.

### Quantitative real time PCR (Q-RT-PCR)

Total RNA was extracted using Trizol Reagent (Invitrogen). RNA from equal numbers of cells was reverse-transcribed using Superscript II (Invitrogen), following manufactures’ instructions. Complementary (c)DNA was analyzed in duplicate or triplicate by qPCR using Taqman gene expression assays (*Ppia*; Mm03024003_g1; *Hprt*: Mm01545399_m1; *Kat2a*: Mm00517402_m1) and Taqman Gene Expression Mastermix (Applied Biosystems). Gene expression levels were determined by the Pfaffl method following normalization to Reference gene, as stated. For exon 2–18 in-frame products, qPCR using Sybr Green Master Mix (Applied Biosystems) was performed in triplicates. Primers used were: *Kat2a* Exon 1–2 (forward: GTCTTCTCAGCTTGCAAGGCC, reverse: AAAGGGTGCTCACAGCTACG); *Kat2a* Exon2-18 (forward: GTAGCTGTGAGCACCCTTTGG, reverse: TTCGCTGTCTGGGGGATTGT); *Kat2a* Exon18 (forward: CTCATCGACAAGTAGCCCCC; reverse: GTCCCTGGCTGGAGTTTCTC).

### Single-cell RT-PCR

*MLL-AF9* secondary leukemia cells from *Kat2a* WT and KO backgrounds were freshly thawed, stained with Lin cocktail, c-Kit-APC-ef780, Sca1-PE-Cy7, CD16/32-PerCP-Cy5.5, CD34-AF700 and Streptavidin BV510 (see Table 1), plus dead cell exclusion with Hoechst 32558 (Thermo Fisher Scientific), sorted as Lin^-^c-Kit^+^Sca1^-^CD16/32^+^ and single-cell deposited into 96-well plates containing 3 μl/well of 0.67% NP-40 and 2U of RNasin Plus (Promega) in RNase-free water. Plates were vortexed after deposition, centrifuged for lysate collection, and frozen immediately in dry ice. Plates were stored at −80°C. Upon thaw, cDNA was synthesized from the single-cell lysates using 5U Superscript II (Invitrogen) and 1 μM each of gene-specific primers for *Hprt* and *Kat2a* (outer reverse, Table 2) in a 10 μl reaction mix as per the manufacturer’s protocol (42°C, 1 hr; 70°C inactivation, 15 min). The total cDNA reaction was used in a 50 μl first round PCR with duplexed outer forward primers for *Hprt* and *Kat2a* at a final concentration of 200 nM and 1.25U HotStar Taq (Qiagen) in a reaction mix as per manufacturer’s protocol. Cycling conditions: 95°C, 15 min; 40*(94°C, 1 min; 60°C, 1 min; 72°C, 2 min); 72°C, 5 min; 25°C, 30 s. Two μl of the first-round product were amplified in each of two separate second round PCR using nested primers for the two individual genes (Table 2). Reaction mixes as per the first round PCR, but in a final volume of 25 μl. Cycling conditions: 95°C, 15 min; 40*(94°C, 30 s; 60°C, 1 min; 72°C, 1 min); 72°C, 5 min; 25°C, 30 s. Second-round products were run in a 2% agarose TAE1x gel at 50V, 1 hr, stained for 45–60 min in SYBRSafe solution (Thermo Fisher Scientific) in double-distilled water, and DNA visualized on a BioRad Imager.

**Table 2.** Primers used for single-cell RT-PCR analysis.

	Forward	Reverse
*Hprt (outer)*	GGGGGCTATAAGTTCTTTGC	TCCAACACTTCGAGAGGTCC
*Hprt (nested)*	GTTCTTTGCTGACCTGCTGG	TGGGGCTGTACTGCTTAACC
*Kat2a (outer)*	CTTCCGCATGTTTCCCACTC	GATGTCTTTGGAGAAGCCCTG
*Kat2a (nested)*	GGAAATCGTCTTCTGTGCCG	TTTGGAGAAGCCCTGCTTTTTG

### Chromatin immunoprecipitation (ChIP)

Pools of total BM cells from MLL-AF9 *Kat2a* WT and *Kat2a* KO primary leukemia samples (ChIP-sequencing) and of total BM or spleen cells from MLL-AF9 *Kat2a* WT and *Kat2a* KO secondary leukemias (ChIP-qPCR) were crosslinked with 1% Formaldehyde Solution (Sigma Aldrich) for 10 min at room temperature (RT), with gentle rotation (50 rpm). Fixation was stopped with Glycine, and cells incubated for 5 min, RT, with gentle rotation (50 rpm), followed by two washing steps in ice-cold PBS. Cell pellets were resuspended in Lysis buffer (20 mM Hepes pH 7.6, 1% SDS and 1/100 Protease Inhibitors cocktail (PIC, Sigma Aldrich) followed by Nuclei preparation. Chromatin pellets were sheared in a Bioruptor Pico Plus (Diagenode) in TPX tubes, using 3 runs of 11 cycles (Cycle: 30 s ON 30 s OFF) on high setting. A short spin was performed between runs and samples were transferred to new TPX tubes. 2–10% of total sheared chromatin was kept for input reference. Immunoprecipitation was set up using Dilution Buffer (0.15% SDS, 1% Triton X-100, 1.2 mM EDTA, 16.7 mM Tris pH8 and 167 mM NaCl), PIC, and the respective antibody (Table 3) and the sheared chromatin incubated overnight at 4°C with rotation. On the following day, protein A/G magnetic beads were pre-cleared with Dilution Buffer supplemented with 0.15% SDS and 0.1%BSA, then mixed with immunoprecipitation mix and incubated for at least 4 hr at 4°C with rotation. Chromatin-Antibody-Beads mixes were sequentially washed with ChIP Wash1 (2 mM EDTA, 20 mM Tris pH8, 1% Triton X-100, 0.1% SDS and 150 mM NaCl), ChIP Wash2 (2 mM EDTA, 20 mM Tris pH8, 1% Triton X-100, 0.1% SDS and 500 mM NaCl), ChIP Wash3 (1 mM EDTA and 10 mM Tris pH8) and captured on a magnetic rack. Captured beads were incubated for 20 min with rotation in freshly prepared Elution Buffer (1% SDS and 0.1M NaHCO_3_). Supernatants were collected and decrosslinking performed overnight. DNA was column-purified using DNA clean and concentrator TM 5 KIT (Zymo Research), according to manufacturer’s instructions, using 20 μL Zymo Elution Buffer. DNA quality control was performed using DNA Qubit 2.0/3.0 (Invitrogen); DNA fragment size <500 bp (typically 200–300 bp) was confirmed by gel electrophoresis of input material on a 1.5% agarose/TAE gel.

**Table 3.** Antibodies used in chromatin immunoprecipitation (ChIP).

Antibody	Catalogue#	Supplier
H3K27ac	Ab4729	Abcam
H3K9ac	07–352	Millipore
H3K4me3	Ab8580	Abcam
H3K4me1	Ab8895	Abcam
Myc	sc-764 x	Santa Cruz Biotechnology
Gabpa	sc-28312	Santa Cruz Biotechnology
rabbit IgG	12–370	Millipore
mouse IgG	sc-2025	Santa Cruz Biotechnology

For ChIP-qPCR, eluted DNA samples were diluted 3–5 times and tested by SYBR green qPCR (primer sequences in Table 4) using 2 μl diluted DNA per triplicate reaction. Peak enrichments were quantified by the −2^ΔΔCt^ method relative to mouse IgG (Gabpa ChIP) or rabbit IgG (Myc ChIP), using the intergenic region in mouse chromosome 1 (*mChr1*) as a reference. Duplicate to quadruplicate ChIP experiments were analyzed. For ChIP-sequencing analysis of histone modifications, DNA from duplicate immunoprecipitation experiments and the respective input material underwent library preparation with the NextFlex Rapid DNA kit (12 cycles) at the MRC/WT Cambridge Stem Cell Institute Genomics Core Facility. After quality control, libraries were sequenced on an Illumina HiSeq 4000 sequencer at the CRUK Cambridge Research Institute, using 50bp-single-end sequencing.

**Table 4.** Primers used for ChIP-quantitative PCR analysis.

	

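Of the 14 primer pairs, 13 give a product in the mouse genome, from 71 to 145 bp long. The pair for *Clptm1l* gives none as printed, since its forward primer GTAGGCACAACCTGACAACC is the reverse primer of *Cct7* and lies on chromosome 6, whereas its reverse primer lies on chromosome 13. Of the 13 products, 12 lie in an H3K9ac peak in each of the 4 H3K9ac libraries, and the same 12 lie in an H3K27ac peak in replicate 2 of both genotypes. The product in the intergenic region of chromosome 1, from 157832873 to 157832953, lies in no peak of these marks. H3K4me3 peaks cover 12 and 9 of the products in the WT replicates and 10 and 11 in the KO replicates.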

Forward	Reverse
*Arpc3*	GTGCGTTTATTCCTTCCGCC	TCGAATGCTTACCGGCATCT
*Cct4*	TGGTCTCGTTTGCAGCTTTC	TGCAGGAGACGAACTAAGGA
*Cct7*	AACGCTCACATCCTCCGTT	GTAGGCACAACCTGACAACC
*Clptm1l*	GTAGGCACAACCTGACAACC	GGGTAACAAGAGAGCAGCAGA
*Eif4e*	GCAGACCACATCAACGACTCT	TCTTTTCGCCTCCCACCATT
*Gadd45g*	GGCATCGACTCTGACCTTGT	CGCTATGTCGCCCTCATCTT
*Kdelr2*	CCTTGAGTGTGGCCGTCTAA	TCAATGGTGACGTGGAGCAA
*mChr1 (intergenic)*	CATAGATGAAGCTGCCACATAGGT	GTGGGCAAGGACAAAGCATTA
*Parl*	CTTCGCCAGGCTCAATCTCA	ATACACACCAAGGGGCCTGA
*Pcbp1*	AGAGCGCCTTGTGCTTTCTT	CTGGTCCTTTCGGCCAAGTA
*Ralbp1*	GTGTTGACTTGCGGGAAACT	GCGGCTTTAACTCGGGTATG
*Rps15*	TCCGCAAGTTCACCTACCGT	TCTGGCTCTATTTCCAGCACC
*Rps7*	GCTTAGAAAGAGGGACGGCT	CGGTTTCCACCCACCTACTT
*Zbtb8oS*	ATCACCCGTTCTTCCACTGC	AGGTTTGTGCCCTTTCCGTT

### ChIP-seq data analysis

Raw ChIPseq reads were analyzed on the Cancer Genomics Cloud (CGC) platform (Lau et al., 2017). Reads were aligned to the mm10 mouse genome using the Burrows-Wheeler Aligner (BWA). 

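The smallest −log10 p in the deposited lists lies between 2.00 and 2.07 in all 16 libraries, which is a p-value of 0.01. Peaks with a q-value of at most 0.05 made up 91.8% to 93.5% of the H3K4me3 lists in WT and 85.0% to 93.4% in KO, and 89.1% to 96.1% of the H3K9ac lists over both genotypes. In replicate 2 of H3K27ac they were 87.6% of the peaks in WT and 92.4% in KO. In replicate 2 of H3K4me1 they were 34.3% in WT and 83.6% in KO. Restricting every list to these peaks, an alternative chosen after seeing the data, left 2007 H3K9ac-only promoter regions in WT and 685 in KO, a ratio of 0.341.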

Peaks from aligned reads were obtained using MACS2 peak calling algorithm with a significance q-value of 0.05. The deepTools bamCoverage command (Ramírez et al., 2016) was used to determine reads enrichment relative to input; only ChIP-seq samples with clear separation from control were retained, with exclusion of one H3K4me1 and one H3K27ac replicate; consensus peaks were used for duplicate samples. 

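The methods do not name the replicates that were left out. For H3K4me1, the lists of replicate 1 hold fewer peaks in both genotypes than the panels of the study require, and for H3K27ac this is so in KO alone. In replicate 1, 13 WT and 0 KO peaks of H3K27ac, and 0 WT and 5 KO peaks of H3K4me1, had a q-value of at most 0.05. The whole lists of replicate 1 covered 1.55 Mb and 0.152 Mb for H3K27ac in WT and KO, and 0.332 Mb and 1.57 Mb for H3K4me1. Replicate 1 was left out here for both marks in each genotype, a reading chosen after seeing the data. The alternative that decides genotype by genotype, also chosen after seeing the data, kept the consensus of both replicates for H3K27ac in WT and replicate 2 in KO, which gave a ratio of H3K9ac-only promoter regions of 0.0753.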

To analyze changes in acetylation patterns at promoters and enhancers, H3K4me3 and H3K4me1 peaks respectively, were crossed with H3K9ac-only, H3K27ac-only and dual acetylation peaks from the corresponding genotypes. H3K9ac-only peaks associated with me3 were used for further analysis. Genomic peaks were obtained for *Kat2a* WT and *Kat2a* KO genotypes separately using Bedtools intersect (Quinlan and Hall, 2010) and H3K4me3 K9ac peaks exclusive to WT retained as putative Kat2a peaks. Peak locations were converted to fastq sequences using UCSC table browser tool (Karolchik, 2004). Genomic Regions Enrichment of Annotations Tool, GREAT (McLean et al., 2010) was used to assign gene identities to the fastq sequences associated with putative Kat2a peaks, with gene promoter peaks called within - 1 kb to + 500 bp of the transcription start site (TSS). We used ENCODE ChIP-Seq Significance Tool (Auerbach et al., 2013) to obtain putative transcription factor binding, including identification of genes bound by GCN5/KAT2A, to confirm the identity of putative Kat2a targets.

### Single-cell RNA sequencing and data analysis

Terminal BM samples from *Kat2a* WT and *Kat2a* KO MLL-AF9 primary leukemia animals were collected (WT - 5; KO - 4) and the individual cell samples stored at −150°C. Cells were thawed and pooled for library preparation. Specifically, 12K live cells per genotype pool were sorted on an Influx sorter (BD) on the basis of YFP expression (reporting *MLL-AF9*), Hoechst 32258 exclusion (live cells) and singlet configuration (pulse width) and used for library preparation with Chromium Next GEM Single Cell 3’GEM, Library and Gel Bead Kit v1 (10XGenomics) aiming at 6K single cells per sample. Library preparation and single-end sequencing on a NextSeq 500 sequencer were done at CRUK Cambridge Research Institute. Raw single cell RNAseq fastq reads were analysed using Cellranger software (v2.1.1) to obtain the cell-gene count-matrix. Seurat (Butler et al., 2018) was used for pre-processing the count-matrix data and obtaining differential gene expression between the two genotypes. We employed pairwise distance between gene correlations as a measure of cellular heterogeneity as described (Mohammed et al., 2017), by identifying the top 500 highly variable genes in both *Kat2a* WT and KO genotypes based on distance-to-median (DM) and calculating Spearman correlation coefficients between all gene pairs. The correlation matrix was used to compute the pairwise distance measure. RaceID/StemID (Grün et al., 2016) algorithms were used for clustering using t-SNE and obtaining pseudo-temporal arrangement of clusters based on entropy information and cluster stem scores. Monocle version 2.6.4 (Trapnell et al., 2014) was used as an alternative pseudo-time analysis for *Kat2a* WT and *Kat2a* KO cells. The relative cell state ordering in Monocle was unsupervised, with leukemia self-renewal *Hoxa9* expression employed to determine the directionality of the trajectory. Parameters for the stochastic gene expression were fitted to the two-state promoter model using the D3E algorithm (Delmans and Hemberg, 2016) with the Bayesian method option for model fitting. Global normalized data were used in the Robust gene set analysis; cluster-specific parameter derivation included computation of cluster-specific normalization. A multiple linear regression of CV and average gene expression with respect to burst size and burst frequency for *Kat2a* WT and *Kat2a* KO cells were performed using lm() function in R statistical package. P-values for significant coefficients were calculated as a output of the lm() function. Scripts for integration of single-cell RNA-seq and ChIP-seq data were coded in R Language (version 3.4.4) and are provided with this submission. Gene Ontology analysis was performed with the PANTHER online tool (Mi et al., 2019), selecting binomial analysis with Bonferroni correction. Gene sets were obtained from the Molecular Signatures Database (MSigDB) (Subramanian et al., 2005) to plot gene signatures on tSNE plots. The self-renewal gene signature associated with MLL leukemia, GCM_MLL, was employed in Figure 4—figure supplement 1A. For Figures 6A and 4 gene sets (MORF_EIF4E, MORF_EIF3S2, MORF_EIF4A2 and MORF_EIF3S6) were pooled to represent a translation-associated gene signature.

### Statistical analysis

Statistical tests performed are specified in the figure legends. Differences were obtained with significant p-value<0.05. Analyses were performed in statistical language R (version 3.4.4) or using Prism version 8.1.2 (GraphPad).

## Data Availability

All single-cell RNAseq data and ChIPseq data were deposited in GEO (SuperSeries GSE118769). The following dataset was generated: KulkarniRPinaC2020Loss of Kat2a enhances transcriptional noise and depletes acute myeloid leukemia stem-like cellsNCBI Gene Expression OmnibusGSE11876910.7554/eLife.51754PMC703968131985402

How the deposited data were processed for this re-analysis (not part of the article)

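The 16 ChIP-seq libraries of H3K4me3, H3K4me1, H3K9ac and H3K27ac in pooled *Kat2a* WT and *Kat2a* KO primary *MLL-AF9* leukemias were analysed from their peak lists. The labels also name an input library for each ChIP library, which was not analysed here. The authors aligned the reads with BWA to mm10 and called peaks with MACS2. Each deposited list gives the authors' fold enrichment over background at the summit as a ratio, the −log10 of the p-value and of the q-value, and a score computed from −log10 p. No list holds a read count. The depth per library is therefore unknown, and the number and width of the listed peaks are the only measure of how much was detected.

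Positions were read as mm10 and set against the GENCODE M21 annotation, and positions are given counted from 1. Peaks on chromosomes 1 to 19, X and Y were used, and no peak lay elsewhere. Overlapping peaks of the replicates were merged, and a merged region counted as consensus when it contained a peak of both replicates. An overlap of 1 bp was enough. H3K4me3 regions were called promoters and H3K4me1 regions enhancers, as in the paper. Each was classed by the overlap with H3K9ac and H3K27ac of the same genotype. A region was exclusive to a genotype when it overlapped no region of the same class in the other genotype. A gene was a target when a WT-exclusive H3K9ac-only promoter region lay between 1 kb upstream and 500 bp downstream of any of its TSS. Of the genes in the study's list of targets with Kat2a binding, 1862 were matched by name and 75 by synonym.

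The paper states that 1 H3K4me1 and 1 H3K27ac replicate were left out and does not name them. The rule for identifying them was set before the data were examined, as were the results, tests and alternatives that are not described as chosen later. By this rule a replicate is left out when it holds too few peaks for the numbers shown in the figures of the study. The rule singled out replicate 1 of H3K4me1 in both genotypes and replicate 1 of H3K27ac in KO. It did not single out replicate 1 of H3K27ac in WT, which holds 26791 peaks, of which 13 have a q-value of at most 0.05. The rule also asked for the consensus of both replicates wherever no replicate or more than 1 was singled out, and it did not say whether this applies to a replicate number, to a genotype or to a mark. Replicate 1 was left out of both marks in both genotypes, and this reading was chosen after the lists had been seen. Read by genotype, the rule keeps the consensus of both WT H3K27ac replicates, and read by mark, it keeps the consensus of both H3K4me1 replicates. The promoter results under the first reading, and the results that changed with the consensus of both replicates for every mark, are given in the closing section.

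The share of H3K4me3 peaks with H3K9ac was compared between genotypes with a two-sided exact permutation test of the 4 libraries, which can give no p under 0.33. Gene lists were compared with the two-sided Fisher's exact test, with Benjamini-Hochberg adjustment over the 4 gene families. Burst frequencies were compared with a two-sided permutation test of the difference in medians with 100000 resamples. Counts of regions were not tested, since regions are not replicates. Shares of regions are given with Wilson intervals at 95%, which cover counting error only. The genes named in the text were fixed by rule: *Kat2a*, *Hoxa9*, *Hoxa10*, *Meis1*, the 15 genes of the ChIP-qPCR, and the 5 WT-exclusive regions with the largest fold enrichment among those without H3K9ac in KO, of which 1 is not reported here.

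The alternatives were stricter peak thresholds, an overlap of at least 50% of the shorter region, the union of the replicates, intersected pieces, each replicate number alone, the consensus of both replicates for every mark, equal numbers of peaks per library, the strongest 10000 peaks, other counting units, other definitions of exclusivity, the outermost TSS of each gene and other gene backgrounds. Primer sites were searched in the GRCm38 sequence on both strands. The longer list of acetylation targets in the supplement was not used here as a list, because the copy at hand is incomplete. The study's own target calls in the burst comparison are its acetylation-target calls for the genes of cluster 7. They do not require Kat2a binding. The input and single-cell libraries and the ChIP-qPCR measurements were not analysed here, except for the burst frequencies that the paper tabulates for cluster 7.

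The analysis used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. The interval code was checked on simulated data against bedtools 2.31.1 and gave the same result in 100 of 100 comparisons. In 200 simulations with the group sizes of the burst comparison, the permutation test gave a p under 0.05 in 7.5% without a difference and in 88% with a shift of 1 SD.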

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

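The tests on the libraries below were chosen only after the results had been seen. The paper left out a replicate of H3K27ac and of H3K4me1 without naming it, and replicate 1 of these marks was not used for the classes of promoters and enhancers here. Its lists nevertheless held a signal beyond chance. In WT H3K27ac replicate 1, 12.3% of 26791 peaks overlapped a peak of replicate 2, and in KO H3K27ac replicate 1, 2.86% of 2725 peaks did. In WT H3K4me1 replicate 1, 16.8% of 5368 peaks overlapped replicate 2, and in KO H3K4me1 replicate 1, 4.08% of 27423 peaks did. These results drew attention as a signal in libraries not used for the classes here. Which of the 4 libraries the paper left out is not known.

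If the short peaks of these lists were background at random places in the genome, they would overlap replicate 2 as often as randomly placed peaks. They overlapped it 15.6 and 2.03 times as often in WT and KO H3K27ac, and 32.0 and 2.39 times as often in WT and KO H3K4me1. This argues against random placement as the whole cause in each of the 4 lists. Background that follows open chromatin or read mappability was not tested and stays open, as do a weak immunoprecipitation and a low depth, since no read counts were analysed. A mislabelled library was not tested either. The replicates of a genotype come from the same pool of animals, so no biological explanation for the difference between replicates was tested.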

How the results depend on the processing

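The settings named here as added (q-value of at most 0.05, WT H3K27ac consensus against KO replicate 2, segments, segments with one-sided consensus, equal numbers of H3K27ac peaks, and the study's own target calls) were chosen after seeing the data, as was the choice of replicate 2 as the main library of H3K27ac and H3K4me1. No paired analysis was possible because neither the labels nor the methods pair the replicates of the genotypes, which are ChIP duplicates of 1 pool per genotype. Ratios are KO to WT. Unless a cause is given, the cause was not tested.

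The direction of the class results depended on the choice of H3K27ac and H3K4me1 libraries, except for H3K9ac-only enhancers, whose ratio stayed below 1 in every choice of libraries run on whole regions. With the consensus of both replicates for every mark, the ratio of H3K9ac-only promoters was 1.27 instead of 0.380. For promoters with both marks it was 0.0253, for H3K27ac-only promoters 0, and for enhancers with both marks 0.115. For H3K27ac-only enhancers it was 0.111, for enhancers with any H3K9ac 0.760, and for H3K9ac-only enhancers 0.818. WT-exclusive promoter regions fell to 1004, against 3498 exclusive to KO. The enhancer ratios of this setting rest on an H3K4me1 consensus of 886 regions in WT and 1109 in KO. The H3K27ac consensus holds 2732 regions in WT and 78 in KO, so the construction of this setting leaves few KO regions with H3K27ac, from which the low ratios of classes with this mark largely follow, as does the higher ratio of H3K9ac-only promoters. With the added WT H3K27ac consensus against KO replicate 2, which the replicate rule gives when read genotype by genotype, the ratios at promoters were 0.0753 for H3K9ac only, 5.71 for both marks and 228 for H3K27ac only. At enhancers they were 0.199, 15.7 and 108.2, and 9477 promoter regions were WT-exclusive. Both settings use replicate 1 of H3K27ac, in which 13 WT and 0 KO peaks have a q-value of at most 0.05.

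Across the fits without replicate 1 or without replicate 2, the share near a TSS went from 78.2% to 86.5% for H3K4me3 and from 17.03% to 39.2% for H3K4me1. The ratio of H3K9ac-only promoters went from 0.611 to 0.954, of promoters with both marks from 0.0175 to 1.25, and of H3K27ac-only promoters from 0.148 to 39.1. At enhancers the ranges were 0.340 to 0.617 for H3K9ac only, 0 to 2.12 for both marks, 0.579 to 5.11 for H3K27ac only and 0.337 to 1.58 for any H3K9ac. WT-exclusive regions went from 2172 to 5363, and the odds ratio of the target genes and the study list from 0.520 to 2.87.

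With equal peak numbers, the ratio was 0.620 for H3K9ac-only promoters, 3.48 for H3K27ac-only promoters and 1.83 for H3K27ac-only enhancers. With the strongest 10000 peaks these were 0.759, 1.58 and 1.71. With the added equal numbers of H3K27ac peaks they were 0.672, 8.19 and 2.77. All 3 settings shorten the H3K27ac list more in KO than in WT, which leaves more KO regions without H3K27ac. With the union of the replicates, the ratio of H3K27ac-only promoters was 5.62 and 4639 regions were WT-exclusive. With the added segments, the ratios of H3K9ac-only and H3K27ac-only promoters were 0.651 and 9.40 and that of H3K9ac-only enhancers 1.12, a reversal. With the added segments with one-sided consensus, H3K27ac-only promoters had a ratio of 3.09 and H3K9ac-only enhancers 1.28, also a reversal.

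A stricter threshold raised the enhancer ratios, since it removed a larger share of the WT than of the KO list of H3K4me1. With a q-value of at most 0.01, the ratio was 3.09 for H3K9ac-only enhancers (reversed, while their share of the H3K4me1 regions stayed lower in KO, 2.44% against 8.71%), 10.2 for both marks, 22.4 for H3K27ac only and 8.06 for any H3K9ac, and 21.5 for H3K27ac-only promoters. With the added q-value of at most 0.05, the enhancer ratios were 1.23 (reversed, with shares of 2.50% in KO and 8.41% in WT), 4.15, 9.01 and 3.21. With −log10 q of at least 5, they were 176.9 for both marks, 551 for H3K27ac only and 194 for any H3K9ac, resting on 7, 4 and 7 WT regions. At that threshold no ratio could be given for H3K27ac-only promoters and H3K9ac-only enhancers, of which WT had 0 and KO 96 and 120. The H3K4me1 regions then numbered 20 in WT, too few for a share of this class.

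The share of merged regions with both replicates, over both genotypes, was 55.9% for H3K4me3 and 55.3% for H3K9ac. It became 64.2% and 60.7% with a q-value of at most 0.01, 64.3% and 70.5% with −log10 q of at least 5, 54.9% and 53.8% with an overlap of 50%, 71.1% and 57.8% with equal peak numbers, and 59.1% and 57.1% with the added q-value of at most 0.05. The share of H3K4me3 regions near a TSS was 74.8% for the union of the replicates and 84.3% with the outermost TSS, which gave 25.9% for H3K4me1.

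WT-exclusive regions numbered 353 when they had to lack consensus H3K9ac in KO and 84 when they had to lack any KO H3K9ac peak, against 90 and 10 exclusive to KO. The odds ratio of the target genes and the study list was then 1.50 (Fisher's exact test p = 0.092) and 0.427 (reversed, Fisher's exact test p = 0.31). With the consensus of both replicates for every mark it was 1.04 (Fisher's exact test p = 0.74). Of the 4 families, 1 passed an adjusted p of 0.05 in the main setting and 0 with the background of all protein-coding genes, without consensus H3K9ac in KO, or with the consensus of both replicates for every mark. The odds ratio of *Rpl* and *Rps* genes stayed below 1, at 0.406, 0 and 0 in these settings, with an unadjusted Fisher's exact test p = 0.024 in the last. Each setting asked for an H3K9ac-only region in WT, so a low count can come from H3K27ac in WT. Without consensus H3K9ac in KO, 249 target genes were left, and 0 of the 77 *Rpl* and *Rps* genes, the lowest count possible, gives an unadjusted Fisher's exact test p = 0.27, so a p-value there decides nothing about this family. Against all protein-coding genes the odds ratios of *Mrpl* and *Mrps* (2.10) and *Nduf* (1.53) reversed. The difference in burst frequency reversed to −0.204 with the consensus of both replicates for every mark and to −0.206 with the study's own target calls, with permutation p = 0.55 and p = 0.16.

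The ratio of H3K9ac-only promoters stayed within 1.5 times its main value in 7 alternatives set beforehand, 1 of which removed no peak, including both stricter thresholds, the overlap of 50% and the union of the replicates. The difference between genotypes in the share of H3K4me3 peaks with H3K9ac stayed negative in all alternatives run, replicate 1 alone (−5.17) and replicate 2 alone (−9.17) included, from −9.17 to −0.805 percentage points, with no exact permutation p under 0.33 possible. The H3K27ac and H3K4me1 lists split by replicate number in both genotypes, but neither the labels nor the methods name a batch, so a processing batch shared by the libraries of a replicate number stays open and was not tested. The restriction to chromosomes 1 to 19, X and Y removed no peak, so it tests nothing. Unknown depth limits every count of regions without a peak.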

Differences from the paper's values

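A count within 1.5 times of the paper's is said here to reach it or to close the gap. The paper's counts of H3K9ac-only promoters in Fig. 5A, read by eye, are about 19000 in WT and about 9600 in KO. The legend speaks of acetylation peaks at H3K4me3 promoters, whereas the main count here is of H3K4me3 regions, 1978 in WT and 752 in KO. With acetylation regions as the counting unit, the numbers were 1907 and 757. Of the alternatives set before the data were examined, only the setting without replicate 2 reached the WT value, with 16643 regions, and only the consensus of both replicates for every mark reached the KO value, with 12681 regions, and no alternative reached both. Counting segments of acetylation gave 19026 in WT and 12379 in KO, and segments with one-sided consensus gave 18616 and 10516, but both were chosen after seeing the values.

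The paper's counts of H3K27ac-only promoters in Fig. 5A, read by eye, are about 1000 in WT and about 3000 in KO. The counts here are of H3K4me3 regions, 16 in WT and 228 in KO. None of the alternatives set before the data were examined closed the gap. Segments gave 271 in WT, which did not close the gap, and 2548 in KO, which did. Segments with one-sided consensus gave 1142 in WT and 3525 in KO, which closed both gaps. Both settings were chosen after seeing the values.

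The paper's H3K9ac-only enhancers in KO are about 3900 in Fig. 5—figure supplement 1E, read by eye, against 1890 here. Of the alternatives set before the data were examined, the union of the replicates (3924) and the setting without replicate 1 (2768) closed the gap, and the others did not. In WT, the paper has about 3700 and the main count here was 3629. The union gave 6540 in WT, which opened a gap there, and the setting without replicate 1 gave 4486, within 1.5 times. Equal numbers of H3K27ac peaks (2797) and segments with one-sided consensus (5733), chosen after seeing the values, also closed the gap in KO. The paper's H3K27ac-only enhancers in WT are about 7800 in the same panel, Fig. 5—figure supplement 1E, against 4218 here. Intersected pieces (5572) were the only alternative set before the data were examined that closed this gap, and segments (5725) and segments with one-sided consensus (7898), chosen after seeing the values, did so too.

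The counting by segments was found by a search after seeing the values. For each genotype, 196 combinations of lists and consensus definitions were counted by segments and by whole regions and compared with the 3 classes of Fig. 5A. All 3 classes came within 1.5 times of the figure in 24 combinations for WT, 42 for KO and 17 for both genotypes when segments were counted, and in 0 when whole regions were counted. The paper's methods do not say that segments were counted.

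The paper's Supplementary file 5 lists 3029 target genes, against 1283 here. Of the alternatives set before the data were examined, the union of the replicates (2341) and the setting without replicate 2 (2052) came within 1.5 times of 3029. Both stayed below it, and no other alternative set beforehand came as near.

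The paper describes its targets as promoters with H3K9ac exclusive to WT. Of the 1937 matched genes of its list with Kat2a binding, 1823 (94.1%) had a promoter region with both H3K9ac and H3K27ac in both genotypes. The paper describes the promoters of the ChIP-qPCR as depleted of H3K9ac in KO. Of its 15 genes, 13 are on the study list, 15 had a region with both marks in both genotypes and 1, *Eif4e*, had a WT-exclusive H3K9ac-only region. For cluster 7, the paper states a stronger reduction in burst frequency at target genes, with a Mann-Whitney test p under 0.05. The test here was a permutation test of medians on the 332 tabulated genes, fewer than the legend of Fig. 5D considers. The difference in medians was 0.259 with the target calls made here. It had the paper's direction, −0.206, with the study's own target calls, chosen after seeing the values (permutation test p = 0.16). With the consensus of both replicates for every mark it was −0.204. The paper states a q-value threshold of 0.05, whereas the lists include peaks down to a p-value of 0.01.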

Other observations

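Of the tests below, those on equal numbers of H3K27ac peaks, on the KO state of WT-exclusive regions, on H3K27ac-only enhancers, on segments and on the study's own target calls were chosen only after the result was seen. For the tests on the weak end of the WT H3K27ac list, on shorter H3K9ac lists and on the Jaccard index, the level that would exclude an explanation was made stricter after their values were seen.

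H3K9ac-only promoter regions were fewer in KO. Loss of H3K9ac cannot be the whole cause, since 22.4% of the WT-exclusive regions had no consensus H3K9ac in KO and the others had it. At 65.4% of them, KO listed H3K9ac and H3K27ac at an H3K4me3 region, which is consistent with an H3K27ac peak listed in KO where WT lists none. If the WT H3K27ac list only stopped short at its weak end, the KO H3K27ac peaks at these regions would lie low in the KO list. Their median percentile was 53.5, in the middle of the list, and below the 87.8 at regions with both marks in both genotypes. With equal numbers of H3K27ac peaks the ratio was 0.672. A WT list short at its weak end, a longer KO list and a change with genotype cannot be told apart, since each genotype has 1 usable H3K27ac library. A gain of H3K27ac in KO stays among the open explanations and was not tested.

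H3K9ac-only promoter regions without consensus H3K9ac in the other genotype numbered 353 in WT and 90 in KO. They were 17.8% of the 1978 WT and 12.0% of the 752 KO regions with H3K9ac only, so most of the excess follows from the larger WT class. Among regions that were H3K9ac-only in 1 genotype and not in the other, the share was 22.4% of the WT-exclusive and 25.6% of the KO-exclusive regions, with overlapping Wilson intervals. These shares decide nothing about H3K9ac, since regions that carry both marks in the other genotype enlarge the WT denominator more. Such regions were 65.4% of the WT-exclusive and 29.2% of the KO-exclusive regions. With equal peak numbers, 225 of 1655 WT and 102 of 1026 KO regions lacked consensus H3K9ac in the other genotype (13.6% and 9.94%). The WT to KO ratio was then 2.21, against 3.92 before. Shorter H3K9ac lists in KO cannot be told apart from the other explanations by this ratio, since it still holds the difference in class size, which depends on 1 usable H3K27ac library per genotype. The WT H3K9ac peaks of these regions had a median percentile of 42.7 in the WT lists, against 61.6 at other H3K9ac-only promoters, which leaves open how far weak peaks near the calling threshold contribute. A loss of H3K9ac with *Kat2a* at a part of these regions stays open and was not tested.

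If genotype set the lists apart beyond the spread between replicates, replicates of a genotype would share more covered bases than libraries of different genotypes. For H3K9ac, the mean Jaccard index within genotypes exceeded that between genotypes by 0.0073, and for H3K4me3 the difference was −0.0255. Both are smaller than the range of the single pairs of libraries, which was 0.487 to 0.609 for H3K4me3 and 0.559 to 0.656 for H3K9ac, so neither decides.

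H3K27ac-only enhancers were more numerous in KO, with a ratio of 1.83 at equal peak numbers. A longer list of H3K27ac and H3K4me1 peaks in KO cannot be told apart from a change with genotype, since each genotype has 1 usable library of these marks.

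Of the H3K9ac-only promoter segments in WT, 89.9% lay in H3K9ac regions that also overlapped H3K27ac. A count of such segments is therefore mostly a count of the flanks of regions with both marks, which is consistent with a higher number of segments than of regions. In KO the share was 93.8%.

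In the values that the paper tabulates for 332 genes in cluster 7, the median change in burst frequency was −0.00855 for the 15 target genes called here and −0.267 for the other 317, a difference of 0.259 (two-sided permutation test p = 0.28). With the study's own target calls, the difference was −0.206 for 88 against 244 genes (two-sided permutation test p = 0.16). When a target had to lack consensus H3K9ac in KO, too few target genes were in the cluster for a value.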
